# Refractory testicular germ cell tumors are highly sensitive to the targeting of polycomb pathway demethylases KDM6A and KDM6B

**DOI:** 10.1186/s12964-024-01912-3

**Published:** 2024-10-31

**Authors:** Doha Shokry, Mehwish W. Khan, Christine Powell, Samantha Johnson, Brayden C. Rennels, Raya I. Boyd, Zhengyang Sun, Zeeshan Fazal, Sarah J. Freemantle, Maryanna H. Parker, Miranda D. Vieson, Jonathan P. Samuelson, Michael J. Spinella, Ratnakar Singh

**Keywords:** Testicular cancer, Polycomb, GSK-J4, GSK-126, Preclinical, Transcriptomics, Cisplatin, Chemotherapy resistance, Epigenetics

## Abstract

Testicular germ cell tumors (TGCTs) can be treated with cisplatin-based therapy. However, a clinically significant number of cisplatin-resistant patients die from progressive disease as no effective alternatives exist. Curative cisplatin therapy results in acute and life-long toxicities in the young TGCT patient population providing a rationale to decrease cisplatin exposure. In contrast to genetic alterations, recent evidence suggests that epigenetics is a major driving factor for TGCT formation, progression, and response to chemotherapy. Hence, targeting epigenetic pathways with “epidrugs” is one potential relatively unexplored strategy to advance TGCT treatment beyond cisplatin. In this report, we demonstrate for the first time that targeting polycomb demethylases KDM6A and KDM6B with epidrug GSK-J4 can treat both cisplatin-sensitive and -resistant TGCTs. While GSK-J4 had minimal effects alone on TGCT tumor growth in vivo, it dramatically sensitized cisplatin-sensitive and -resistant TGCTs to cisplatin. We validated KDM6A/KDM6B as the target of GSK-J4 since KDM6A/KDM6B genetic depletion had a similar effect to GSK-J4 on cisplatin-mediated anti-tumor activity and transcriptome alterations. Pharmacologic and genetic targeting of KDM6A/KDM6B potentiated or primed the p53-dominant transcriptional response to cisplatin, with also evidence for basal activation of p53. Further, several chromatin modifier genes, including *BRD4*, lysine demethylases, chromodomain helicase DNA binding proteins, and lysine methyltransferases, were repressed with cisplatin only in KDM6A/KDM6B-targeted cells, implying that KDM6A/KDM6B inhibition sets the stage for extensive chromatin remodeling of TGCT cells upon cisplatin treatment. Our findings demonstrate that targeting polycomb demethylases is a new potent pharmacologic strategy for treating cisplatin resistant TGCTs that warrants clinical development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01912-3.

## Introduction

Testicular germ cell tumors (TGCTs) are curable with traditional cisplatin-based chemotherapy [1]. However, cisplatin resistance occurs in approximately 15% of metastatic patients, with the majority dying from progressive disease [2]. No effective therapies exist for this patient population, and no clinically effective strategies exist to overcome cisplatin resistance, likely due to a lack of detailed understanding of the mechanisms responsible for cisplatin resistance in TGCTs [2, 3]. Further, testicular cancer is the most common carcinoma of males ages 15 to 45 and cisplatin-based cures are associated with many toxicities and co-morbidities, including ototoxicity, infertility, neuropathy, and a high risk of secondary cancers [4, 5]. Hence, cisplatin-sparing strategies for this young patient population are needed.

TGCTs are believed to arise from aberrant differentiation of primordial germ cells during development [6]. There is mounting evidence that TGCTs may be a cancer that is especially driven by epigenetic dysfunction, both in terms of etiology and response or resistance to chemotherapy [7, 8]. This includes a unique pattern of DNA hypomethylation and histone modifications compared to most other tumors due to their embryonic origins at a stage undergoing extensive epigenetic reprogramming, an association with *in utero* endocrine disruption and environmental stress, and a lack of driver DNA mutations [6, 9–11]. Due to their pluripotent primordial germ cell origins, TGCTs are known to have unique epigenetics compared with other solid tumors with unique patterns of DNA methylation, including prominent DNA hypomethylation and pluripotency-associated bivalent histone modifications [6, 7]. Particularly prominent is a lack of p53 mutations that is a proposed factor for high cisplatin curability. The possible unique reliance on distinct epigenetic drivers suggests that TGCTs may be uniquely sensitive to epigenetic-based therapies [7, 8].

Two major epigenetic pathways associated with target gene repression are CpG island methylation mediated by DNA methyltransferases DNMT1, DNMT3A, and DNMT3B and the polycomb pathway [12, 13]. There are two major polycomb repressive complexes (PRCs), PRC1 and PRC2. PRC2 contains the core components EZH2, SUZ12, and EED, while PRC1 is comprised of BMI1, CBX, RIN1A/B, and PCH [14]. EZH2 catalyzes H3K27 trimethylation, which is a docking site for the PRC1 complex that catalyzes monoubiquitination of H2A on K119 [14]. Both modifications repress gene expression. Additionally, the histone demethylases KDM6A and KDM6B remove H3K27 methylation [15]. The role of the PRC2 complex in cancer is complex, with the majority of studies suggesting that EZH2 promotes oncogenesis and is a pharmacologic cancer target [16]. However, there are several examples of documented tumor suppressor functions of PRC2 [17–19]. This complexity extends to whether polycomb represses or augments chemotherapy responses [20–23].

We and others have shown that TGCT cells are hypersensitive to low doses of hypomethylating agents (HMAs), such as decitabine and guadecitabine, including cisplatin-resistant cells, and that pretreatment with HMAs can reverse cisplatin resistance in cell and mouse xenograft models [24–28]. This strategy has been tested clinically with some promising patient responses in small trials [29, 30]. In addition, we generated a series of independent clonal, stable cisplatin resistant cell lines from three cisplatin hypersensitive parental human TGCT cell lines NT2/D1, 833K, and 2102EP [31–33]. The selection protocol was designed to mimic cisplatin therapy for TGCT patients namely as daily (day one to five) cisplatin administrations with repeated cycles every 21 days [1, 2]. Resistant clones were derived independently and demonstrated 3- to 30-fold cisplatin resistance in vitro and in vivo [32]. The cisplatin resistance in these TGCT isogenic cell models was associated with a coordinated decrease in EZH2, BMI1, and H3K27me3 levels coupled with a bi-directional shift between gene promoter and gene body DNA methylation among multiple gene sets resulting in an upregulation of polycomb target genes and a downregulation of tumor suppressor genes [31–33]. A gene signature based on polycomb target genes was also associated with recurrent and progressive disease in TGCT patients [32]. Further, DNMT3B levels were highly upregulated in cisplatin-resistant TGCT cells compared to isogenic parental cells, and DNMT3B-knockdown alone in parental cells was sufficient to induce H3K27me3, EZH2, and BMI1 levels and cisplatin hypersensitivity [33]. This suggests that DNA methylation and polycomb are coordinately regulated in TGCTs to modulate cisplatin sensitivity.

The apparent connectedness of DNA methylation and polycomb signaling alterations with cisplatin resistance, coupled with the demonstrated promising preclinical and clinical activity of DNA methylation targeting HMAs in TGCTs, prompted us to examine whether polycomb targeting may be a second epigenetic-based treatment for cisplatin-resistant TGCTs. We chose to target polycomb H3K27me3 demethylases KDM6A and KDM6B as these are the enzymes in mammalian cells that remove the H3K27me3 mark and in prior studies we have shown that lower levels of H3K27me3 is associated with cisplatin resistance in TGCT cells [14, 15, 32, 33]. Genetic and pharmacologic inhibition of KDM6A and KDM6B sensitized cisplatin-resistant and wild-type TGCT cells to cisplatin and produced dramatic synergistic tumor regression in animal models. This was associated with decreased expression of DNMT3B. Transcriptome analysis revealed a robust alteration in gene expression with polycomb demethylase targeting and basal and cisplatin-mediated potentiation of p53 target gene activation and downregulation of multiple chromatin-modifying enzymes in response to cisplatin. Our findings preclinically validate targeting polycomb demethylases KDM6A/B as a potent pharmacologic strategy for treating cisplatin-resistant TGCTs that warrants further preclinical and clinical investigation.

## Materials and methods

### Drug treatments and cell viability and proliferation assays

All cells were cultured in DMEM (Sigma) with 10% FBS (GeminiBio). The NT2/D1, 833K, and 2102EP cells are human testicular cancer-derived embryonal carcinoma cell lines and colon cancer HCT116, breast cancer MDA-MB-231 and MCF7, and glioblastoma U87-MG cell lines were all purchased from ATCC and authenticated by ATCC with karyotyping and short tandem repeat profiling, as described [24]. Cells were frozen within 1 month of purchase and used within 2 months of resuscitation. Derivation of cisplatin-resistant NT2/D1-A4 and 2102EP-C1 cells was previously described in detail [32].

Cells were treated with the indicated dosages of cisplatin (Sigma) for 6 h and cells assayed for survival 3 days later. For sequential treatments, cells were pretreated with the EZH2 inhibitor GSK-126 or the KDM6A/KDM6B histone demethylase inhibitor GSK-J4 (both from Selleck Chemicals) for 3 days at doses that alone did not affect viability by more than 5% (0.5 µM and 1.0 µM, respectively) and then treated with cisplatin [32]. To assess cell viability, CellTiter-Glo (Promega) assays were performed. For each cell line, three biological replicates were tested at each concentration, and experiments were repeated at least twice on different days.

### Lentiviral shRNA knockdown

Lentiviruses were produced by co-transfecting HEK293 cells with 10 µg of the viral packaging vector pCMV-dR8.2 and envelope vector pCMV-VSV-G (10:1 ratio) and 10 µg of lenti-shRNA or + targeting BMI1 (TRCN0000020155, TRCN0000020156, TRCN0000020157), EZH2 (TRCN0000018365, TRCN0000040074 and TRCN0000040075), KDM6A (TRCN0000107760, TRCN0000107761, TRCN0000107762, TRCN0000107763, TRCN0000107764) and KDM6B (TRCN0000359976, TRCN0000236678, TRCN0000236677, TRCN0000236676, TRCN0000236679), were purchased from Sigma along with pLKO.1-puro empty vector control (SHC001). The HEK293 cell medium was changed 24 h after transfection and cells were incubated for 48 h to allow for virus production. After 48 h, HEK293 medium containing viral particles was filtered and transferred onto 833 K, 2102EP, or NT2/D1 cells for 48 h. Cells were selected with 5 µg/ml puromycin. For dual KDM6A and KDM6B knockdown, a combination of two lentivirus pLKO.1-puro, pLKO.1-Neo (Addgene plasmid #13425), shRNA targeting KDM6A (TRCN0000107764-neo) and shRNA targeting KDM6B (TRCN0000236676) were used. 48-hour post-transduction cells were selected with 5 µg/ml puromycin and 250 µg/ml neomycin.

### Xenograft experiments

All animal experiments were approved by the University of Illinois Urbana-Champaign IACUC under protocol 24080. Under this protocol maximum allowable tumor size is 15 mm in any direction, which was not exceeded. For mouse studies, 5–8-week-old male athymic nude mice (Jackson Labs) were injected subcutaneously in the flank with 5 × 10^6^ 2102EP-C1 and NT2/D1 cells after resuspension in a 50:50 ratio of DMEM/Matrigel (Corning). Once palpable tumors were detected, tumor volume was measured twice weekly with calipers using the formula V= (L × W × W)/2. At a tumor volume of approximately 150 mm^3^ (day 1), mice were randomly assigned to vehicle (PBS), GSK-J4, cisplatin, or a combination of cisplatin + GSK-J4 treatments. GSK-J4 was given by intraperitoneal (IP) injection every other day for 6 total injections at 50 mg/kg (days 1, 3, 5, 7, 9 and 11). Cisplatin was given as a single IP injection on day 5 at 7.5 mg/kg for 2102EP-C1 cells and 6.0 mg/kg for NT2/D1 cells. In separate experiments, mice were injected with 5 × 10^6^ 2102EP-C1-pLKO.1 cells or 2102EP-C1-shKDM6A + shKDM6B (sh6A + 6B) cells. Once tumors reached a volume of 150 mm^3^ mice were randomly assigned to a single IP injection of either PBS or 7.5 mg/Kg cisplatin. Body weight was also measured twice weekly. Mice were sacrificed when tumors reached humane endpoints with euthanasia by carbon dioxide followed by cervical dislocation.

### RNA-sequencing

RNA was extracted from cisplatin-resistant NT2/D1-A4 and 2102EP-C1 cells pretreated with only 1.0 µM GSK-J4 for 3 days, treated with only 0.5 µM cisplatin for 6 h, or both. RNA was also extracted from 2102EP-C1-pLKO.1 or 2102EP-C1-shKDM6A + shKDM6B (sh6A + 6B) cells treated with PBS or 0.5 µM cisplatin for 6 h. In all cases, cells were harvested for RNA 24 h after cisplatin treatment. RNA was isolated with the RNeasy plus Mini Kit (Qiagen) and RNA sequencing was performed by the Roy J. Carver Biotechnology Center. RNA-Seq libraries were prepared using the TruSeq Stranded mRNA Sample Prep kit. The libraries were sequenced on a HiSeq 4000 using HiSeq 4000 sequencing kit version 1. Initial quality control was performed using FASTQC. Trimmomatic was used to remove low-quality bases from both ends LEADING ≤ 28 and TRAILING ≤ 28, respectively, with a minimum length of 30. The reads in FASTQ format were aligned to human genome assembly NCBI GRCh38.p14 using STAR aligner. Reads were counted and assigned to genes using featureCount. The “Limma” R package was used to identify differentially expressed genes [34]. Genes whose expression was not greater than 0.5 counts per million in at least 2 samples were removed and the resultant filtered expression matrix was TMM-normalized. Benjamini-Hochberg False Discovery Rate (FDR) was used to correct for multiple hypotheses. The “Enhanced Volcano” R package was used to visualize volcano plots. The RNA-seq datasets for the current study have been submitted to the NCBI Database of GEO Datasets under the accession numbers GSE278498.

### Downstream enrichment analysis

Gene Set Enrichment Analysis (GSEA) from the Broad Institute was performed to identify enriched gene sets [35]. GeneOverlap package from R Bioconductor was used to identify significant gene set overlap between common or exclusive gene expression changes between pLKO.1 control cells (pLKO.1 cisplatin-treated vs. pLKO.1 untreated), those genes basally regulated by KDM6A and KDM6B knockdown (sh6A + 6B untreated vs. pLKO.1 untreated), and those genes regulated by cisplatin in KDM6A and KDM6B knockdown cells (sh6A + 6B cisplatin-treated vs. sh6A + 6B untreated) and C2 gene sets from the MSigDB database [35, 36].

### Western analysis and real-time PCR

For Western analysis cells were lysed in radioimmune precipitation buffer and separated by SDS-PAGE. Antibodies to actin (MA1-744, Thermo Fisher), DNMT3B (HPA001595, Atlas Antibodies) Ubiquitin H2A-K119 (3240, Cell Signaling Technology), H3K27me3 (9733, Cell Signaling Technology), BMI1 (6964, Cell Signaling Technology), EZH2 (5246, Cell Signaling Technology) and histone H3 (ab1791, Abcam) were used. Total cellular RNA was isolated using the RNeasy Mini Kit (Qiagen), and complementary DNAs (cDNAs) were synthesized using High-capacity cDNA Synthesis Kit (Thermo Fisher Scientific). Quantitative real-time PCR assays were performed with PowerUp™ SYBR™ green master mix (Thermo Fisher Scientific) and the QuantStudio 3 Real-time System (Thermo Fisher Scientific). In all cases gene expression was normalized to β-actin. Primers for RT-PCR will be provided upon request.

### Statistics

Student’s t-tests and ANOVA were performed using GraphPad Prism 10. *p*-values indicative of non-significance (*p* > 0.05) and significance (*p* ≤ 0.05; *, *p* ≤ 0.01; **, *p* ≤ 0.001; *** and *p* ≤ 0.0001; ****) were determined. Mean and standard error of the mean were used to describe sample variability. For mouse tumor volume and weight measurements, a longitudinal analysis using a linear mixed model fit was performed with the R package TumGrowth [37]. Survival curves with generated in GraphPad Prism using a Kaplan-Meier log-rank (Mantel-Cox) test.

## Results

### Pharmacologic repression of the polycomb pathway by inhibition of polycomb methylase EZH2 with GSK-126 confers cisplatin resistance to TGCT cells but not other cancer cell types, while polycomb induction by inhibition of polycomb demethylases KDM6A and KDM6B with GSK-J4 sensitizes TGCT cells to cisplatin

We showed previously that multiple isogeneic cisplatin-resistant TGCT cell lines had a reduction in the polycomb repressive mark H3K27me3 and reduced levels of polycomb repressive complex 2 (PRC2) component EZH2 and polycomb repressive 1 (PRC1) component BMI1 with a corresponding induction of polycomb target genes [32]. We also show previously in multiple cell lines and in Fig. 1, that inhibition of polycomb signaling with the EZH2 inhibitor GSK-126 confers cisplatin resistance in parental 2102EP TGCT cells, while potentiation of polycomb signaling with an inhibitor of the H3K27me3 demethylases KDM6A and KDM6B, called GSK-J4, confers cisplatin sensitization in cisplatin-resistant 2102EP-C1 TGCT cells [32]. Note, cells were pretreated with GSK-J4 and GSK-126 for 3 days at doses previously established to not affect cell proliferation or viability as single agents [32]. To address whether polycomb has the ability to generally alter the cisplatin sensitivity of cancer cells, we tested the effects of GSK-126 and GSK-J4 on a number of non-TGCT cancer cell lines, including breast cancer cells MCF-7 and MDA-231, colon cancer cells HCT116, and glioblastoma cells U87-MG. GSK-126 and GSK-J4 had minimal effects on cisplatin sensitivity of these cell lines, suggesting that cisplatin sensitivity of TGCT cells may be uniquely altered by polycomb (Fig. 1). The p values for Fig. 1 are provided in Supplementary Figure S1.

**Fig. 1:**
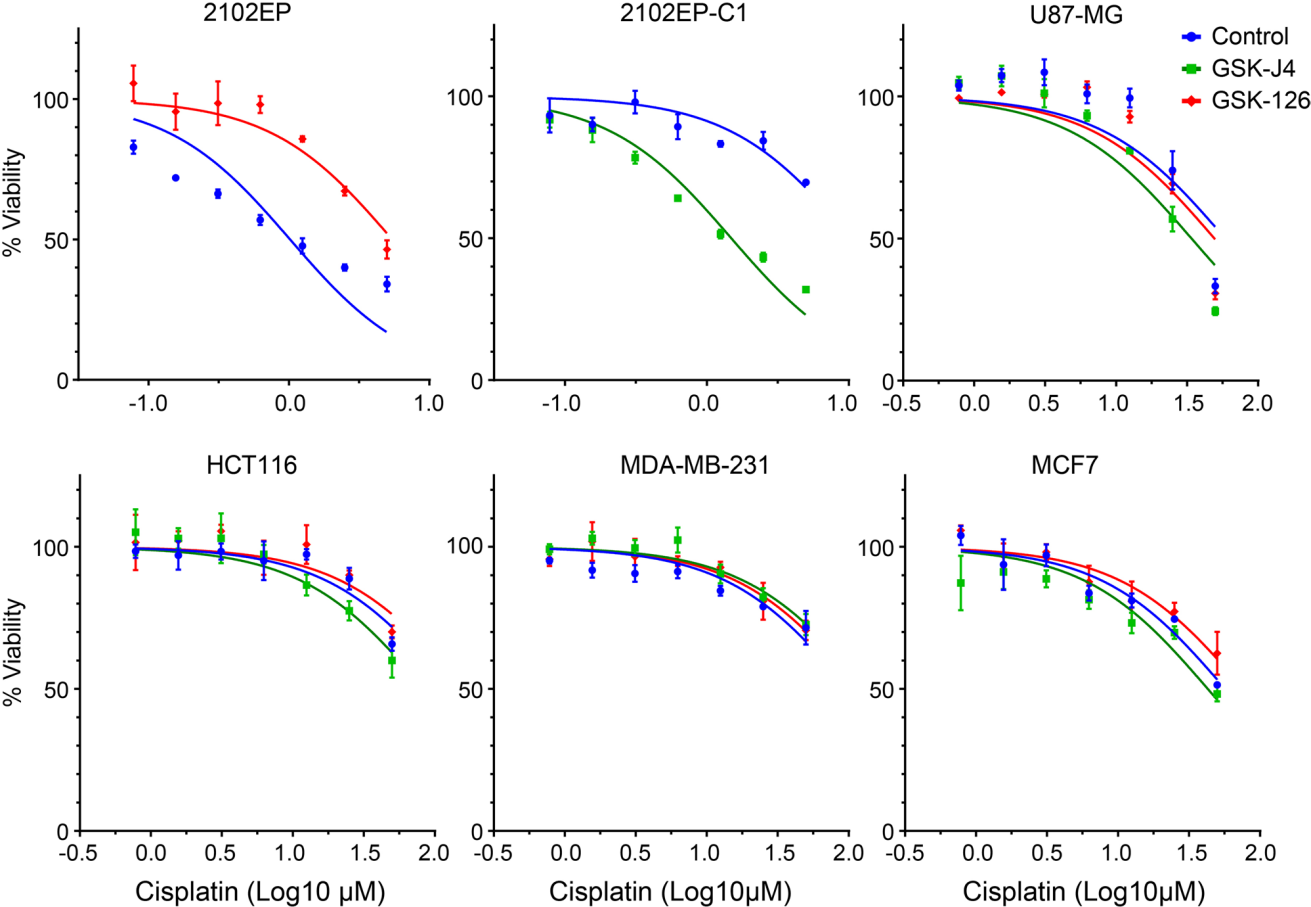
Pharmacologic inhibition or induction of the polycomb pathway alters cisplatin sensitivity in TGCT cells but not in glioblastoma, colon, and breast cancer cells. Parental TGCT cell line 2102EP was treated with EZH2 inhibitor GSK-126 (0.5 µM) for 3 days and cisplatin-resistant TGCT cell line 2102EP-C1 was treated with KDM6A/KDM6B inhibitor GSK-J4 (1.0 µM) for 3 days before 6-hour cisplatin treatments. Cells were assayed for viability 3 days later. U87-MG glioblastoma, HCT116 colon cancer, and MDA-MB-231 and MCF7 breast cancer cells were treated similarly, except cisplatin dosages were higher due to less inherent sensitivity to cisplatin compared to TGCT cells. See Supplementary Figure S1 for p values for Fig. 1

### Knockdown of EZH2 and BMI1 confers cisplatin resistance in wild-type TGCT cells, while knockdown of KDM6A/KDM6B sensitizes TGCT cells to cisplatin *in vitro*

We next tested whether genetic perturbation of the polycomb pathway could alter the cisplatin sensitivity of TGCT cells. Inhibition of polycomb signaling by EZH2- or BMI1-knockdown conferred cisplatin resistance in parental cisplatin-sensitive TGCT 833 K, 2102EP, and NT2/D1 cells (Fig. 2A-C). Note, while BMI1 shRNA decreased BMI1 levels, it did not alter biological target Ub-H2AK119, while EZH2-knockdown did repress H3K27me3 levels as expected (Fig. 2B). This implies that BMI1 may have a Ub-H2AK119-independent effect on TGCT cells. Reciprocally, induction of polycomb signaling with dual knockdown of KDM6A and KDM6B resulted in cisplatin sensitization in both cisplatin-sensitive NT/2D1 and 2102EP cells and cisplatin-resistant counterparts, NT2/D1-A4 and 2102EP-C1 cells (Fig. 2D-H).

**Fig. 2:**
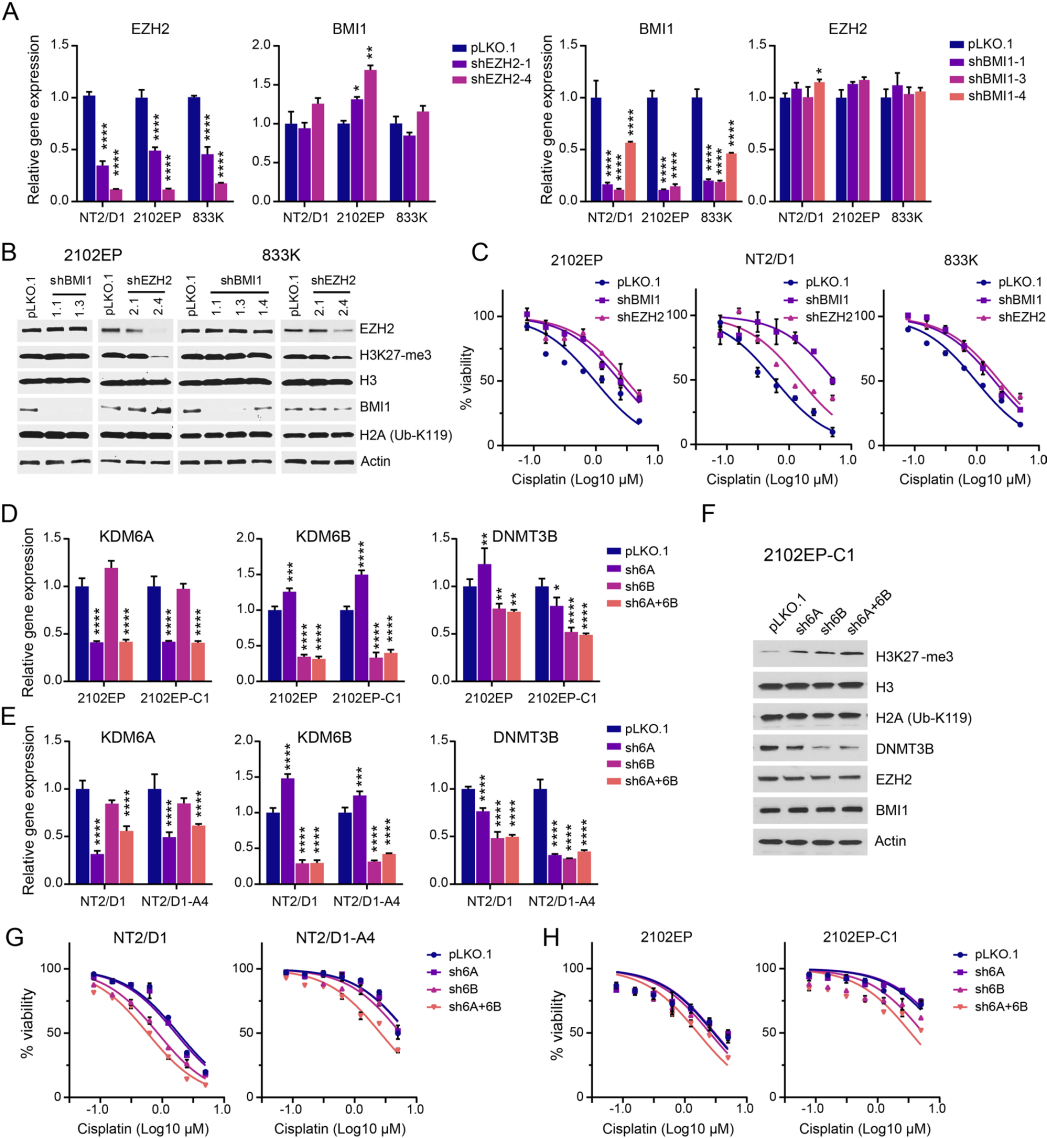
Knockdown of polycomb components EZH2 and BMI1 confer cisplatin resistance in TGCT cells, while knockdown of polycomb demethylases KDM6A/KDM6B sensitizes TGCT cells to cisplatin. (**A**) RT-PCR demonstrating efficient knockdown of EZH2 and BMI1 in TGCT cells NT2/D1, 2102EP, and 833 K. (**B**) Western blot demonstrating efficient knockdown of EZH2 and BMI1 in 2012EP and 833 K cells and repression of H3K27me3 levels with EZH2 knockdown. (**C**) Cell proliferation and viability assays of control pLKO.1 and EZH2- and BMI1-knockdown cells treated with cisplatin. (**D**, **E**) RT-PCR demonstrating single and dual KDM6A- and KDM6B-knockdown in 2102EP, 2012EP-C1, NT2/D1, and NT2/D1-A4 cells and repression of DNMT3B expression upon KDM6A/KDM6B-knockdown. (**F**) Western blot demonstrating induction of H3K27me3 and repression of DNMT3B expression with single and dual knockdown of KDM6A and KDM6B in 2102EP-C1 cells. (**G**, **H**) Cell proliferation and viability assays of control pLKO.1 and KDM6A/KDM6B-knockdown cells treated with cisplatin. See Supplementary Figure S1 for p values for Fig. 2C, G and H

In prior work, we found an interconnected relationship between alterations in DNA methylation mediated by DNMT3B and H3K27me3-mediated polycomb signaling [31, 33]. For example, DNMT3B is overexpressed in cisplatin resistant TGCT cells, while H3K27me3 levels are decreased compared to parental cells [33]. Also, DNMT3B-knockdown sensitized parental TGCT cells to cisplatin and induced BMI1, EZH2, and H3K27me3 levels [33]. Consistent with this interconnected relationship KDM6A/KDM6B-knockdown repressed expression of DNMT3B in TGCT cells (Fig. 2D-F). The p values for Fig. 2C, G and H are provided in Supplementary Figure S1.

### H3K27me3 specific histone demethylase inhibitor GSK-J4 and KDM6A and KDM6B dual knockdown dramatically synergizes with cisplatin to promote TGCT inhibition and regression *in vivo*

To assess whether GSK-J4 could potentiate cisplatin sensitivity to TGCT cells in vivo, we performed xenograft studies with cisplatin-resistant 2102EP-C1 and cisplatin-sensitive NT2/D1 cells. While GSK-J4 alone had minimal effects on TGCT growth, GSK-J4 produced a dramatic synergistic interaction with cisplatin treatment with evidence of tumor regression (Fig. 3). Mice treated with a single round of GSK-J4 and cisplatin therapy remained tumor-free at the end of the experiment (90 days). Note that the dose of cisplatin was decreased in cisplatin-sensitive NT2/D1 cells in order to observe a potentiation effect with GSK-J4 (Fig. 3). This suggests that GSK-J4 may not only be able to restore cisplatin sensitivity to resistant cells but may also be a strategy for cisplatin-sparing therapy for cisplatin-sensitive tumors. GSK-J4 or GSK-J4 plus cisplatin had minimal toxicity as assessed by total body weight (Supplemental Figure S1). In contrast, while not as dramatic, EZH2 inhibitor GSK-126 conferred cisplatin resistance in TGCT xenografts (Supplemental Figure S2).

**Fig. 3:**
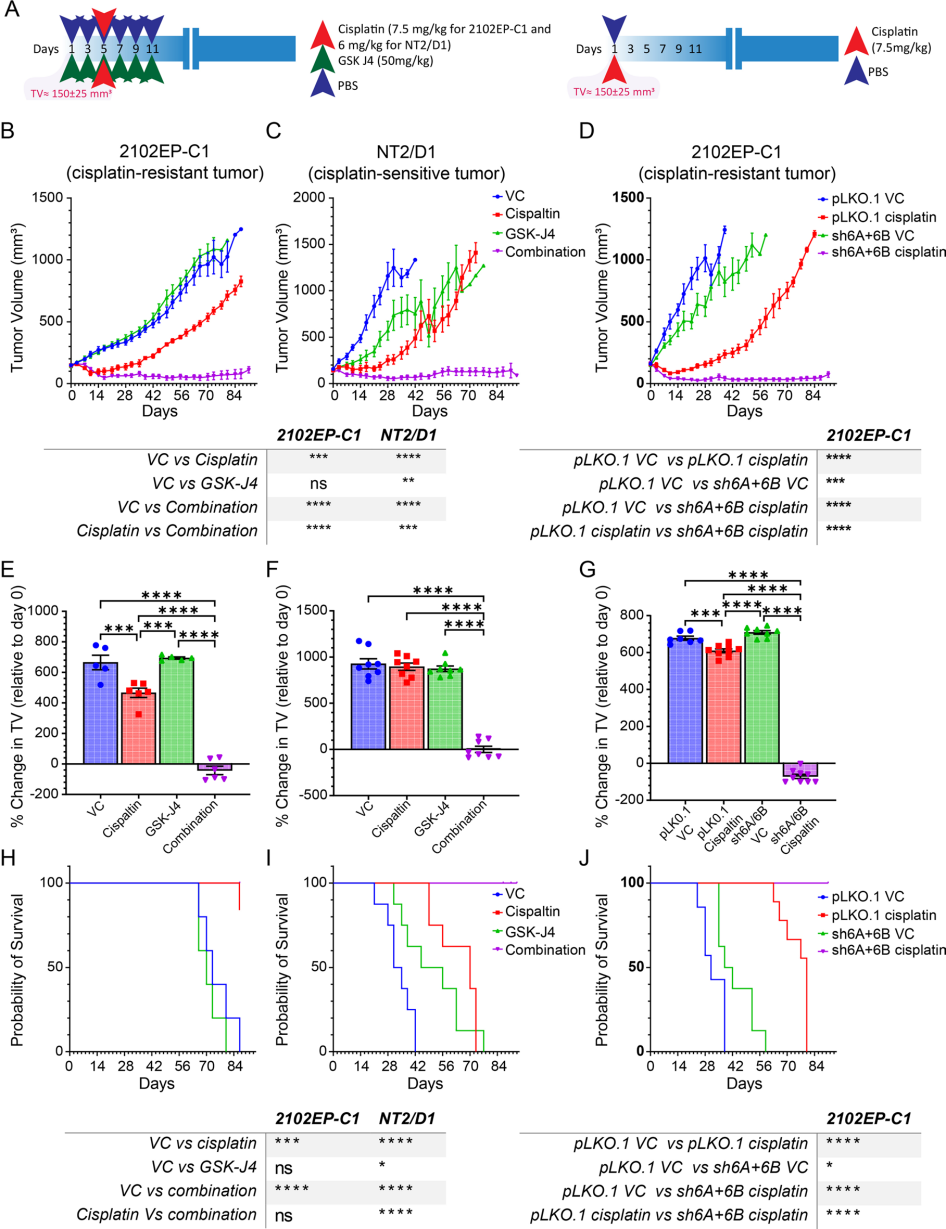
KDM6A/KDM6B inhibitor GSK-J4 and dual KDM6A/KDM6B-knockdown sensitize human TGCT tumor xenografts to cisplatin. (**A**) Schematic of GSK-J4, cisplatin, or GSK-J4 + cisplatin treatment schedule for cisplatin-resistant 2102EP-C1 and cisplatin-sensitive NT2/D1 cells xenografts (left) and schematic of cisplatin treatment schedule for KDM6A/KDM6B dual knockdown or control 2102EP-C1 cells (right). (**B**-**J**) Depicted are tumor volume, percent change in tumor volume from the day prior to treatment initiation (day 0), and survival of mouse xenografts for 2102EP-C1 and NT2/D1 tumors treated with GSK-J4, cisplatin, or GSK-J4 + cisplatin (left) or xenograft tumors of KDM6A/KDM6B dual knockdown or control 2102EP-C1 cells (right). TV, tumor volume

To address whether GSK-J4 may have off-target effects, we performed further xenografts with cisplatin-resistant 2102EP-C1 cells after dual knockdown of the intended targets of GSK-J4, KDM6A and KMD6B, and compared the results to control cells. Similar to GSK-J4, KDM6A/ KDM6B-knockdown minimally effected basal tumor growth but dramatically potentiated the effects of cisplatin, again with evidence of tumor regression, and all mice remained tumor-free for over 90 days after a single dose of cisplatin (Fig. 3). Together these results suggest that pharmacologic and genetic activation of the polycomb pathway in TGCTs has strong cisplatin potentiated effects in vivo with low overall toxicity. The dramatic in vivo effects, as compared to in vitro effects of GSK-J4 and KDM6A/KDM6B-knockdown, suggest that host and/or tumor microenvironment contributions may be occurring during cisplatin sensitization.

### Transcriptome analysis of GSK-J4 and KDM6A/KDM6B-knockdown cells reveals the importance of basal activation of polycomb and p53 signaling in cisplatin sensitization

To investigate potential mechanisms responsible for the cisplatin sensitization effects of polycomb demethylase targeting in TGCT cells, we performed RNA-seq analysis of cisplatin-resistant NT2/D2-A4 and 2102EP-C1 cells untreated or treated with cisplatin and GSK-J4 alone or in combination and also untreated or cisplatin treated control 2102EP-C1-PLKO.1 and isogeneic dual 2102EP-C1-shKDM6A + 6B-knockdown cells. 

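The RNA-seq comprised 3 experiments in cisplatin-resistant clones of 2 human embryonal carcinoma lines, with 12 libraries per experiment and 36 in all. The clones were NT2/D1-A4 and the C1 clone of the second line, written 2102EP-C1 here. Both were left untreated, given 0.5 µM cisplatin for 6 h, given 1.0 µM GSK-J4 (an inhibitor of the demethylases KDM6A and KDM6B) for 3 days, or given GSK-J4 and then cisplatin. The knockdown experiment used 2102EP-C1 cells that carried the empty vector pLKO.1 or short hairpin RNAs against KDM6A and KDM6B (sh6A+6B), left untreated or given the same dose of cisplatin. Each of the 4 arms of an experiment had 3 libraries, and cells were harvested 24 h after cisplatin. The authors aligned trimmed reads from stranded mRNA libraries to GRCh38 with STAR, counted them with featureCounts, and removed genes that were not over 0.5 CPM (counts per 1e6 counted reads) in at least 2 samples. The deposited log2 CPM values, computed at library sizes scaled by the trimmed mean of M values (TMM) with a prior count of 3, were the input here.

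Reads per gene were recovered from these values and summed over the genes of each file to give sequencing depth. In NT2/D1-A4 cells, depth ran from 30.4 to 43.3 M reads (M, 1e6) (median 34.2) in controls, 31.0 to 36.8 M (median 34.8) with cisplatin, 31.2 to 49.5 M (median 43.99) with GSK-J4, and 26.8 to 37.5 M (median 35.7) with GSK-J4 and cisplatin. The corresponding arms in 2102EP-C1 cells had 34.8 to 53.6 M (median 39.9), 36.5 to 38.4 M (median 38.0), 30.3 to 35.4 M (median 32.4), and 35.3 to 40.4 M reads (median 39.4). The knockdown libraries were deeper, at 89.2 to 96.8 M (median 90.6) for pLKO.1, 82.6 to 100.9 M (median 87.6) for pLKO.1 with cisplatin, 79.4 to 89.9 M (median 83.2) for sh6A+6B, and 79.4 to 94.5 M reads (median 86.5) for sh6A+6B with cisplatin. The 10 most abundant genes took 4.13% to 4.53% of the reads of a library.

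Each experiment was fitted separately with limma-trend, which tests log2 values with a mean-variance trend, using group means of its 12 libraries and no blocking term. The files held 16431 genes in NT2/D1-A4 cells, 17035 in 2102EP-C1 cells with GSK-J4, and 16459 in the knockdown experiment, and all were tested. For each experiment, 5 comparisons were made with two-sided tests: cisplatin alone, GSK-J4 or sh6A+6B alone, the combination against untreated cells, cisplatin within pretreated cells, and the difference between the cisplatin effects with and without pretreatment (the interaction). A gene was counted as changed when its fold change was over 1.3 and its Benjamini-Hochberg (BH) adjusted p was under 0.05. Gene positions in this text are on GRCh38, from GENCODE release 44, and numbers in brackets after gene symbols are NCBI GeneIDs. Libraries with the same replicate number were not treated as pairs.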

Note, in cell viability/cytotoxic assays, cells were treated with cisplatin for 6 h and assayed 3 days later to mimic clinical usage (peak cisplatin plasma concentration over a short amount of time) [1, 2]. As we have documented before, for transcriptomic analysis, the post-cisplatin time point was shortened to 24 h to better assess proximal alterations in gene expression not associated with active cell death [25, 38].

Multidimensional scaling (MDS) plots demonstrated a clear separation of the experimental groups and a tight grouping of biological replicates within groups (Fig. 4A). 

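Distances between libraries were computed as in a limma MDS plot, as the root mean square log2 difference over the 500 genes that differed most between each pair of libraries. In NT2/D1-A4 cells the largest distance between replicates was 1.06 and the smallest distance between libraries of different groups was 0.934, a ratio of 0.883 (12 libraries, 3 per group). In the GSK-J4 experiment in 2102EP-C1 cells these values were 1.06 and 0.935, a ratio of 0.882. In the knockdown experiment they were 0.598 and 0.695, a ratio of 1.16. Mean distance from control to control was 1.02 in NT2/D1-A4 cells, that from control to cisplatin 1.11, that from control to GSK-J4 1.76, and that from GSK-J4 to the combination 1.05. The corresponding means in 2102EP-C1 cells with GSK-J4 were 0.92, 0.993, 1.49, and 1.06. GSK-J4 libraries lay 0.933 from each other on average in NT2/D1-A4 cells and 1.04 in 2102EP-C1 cells. For the knockdown experiment, pLKO.1 libraries lay 0.571 from each other on average, 0.708 from pLKO.1 libraries with cisplatin, and 1.08 from sh6A+6B libraries. The sh6A+6B libraries lay 0.592 from each other and 0.728 from sh6A+6B libraries with cisplatin.

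On the first 2 dimensions of each plot, the smallest distance between groups against the largest between replicates was 0.346 against 0.349 in NT2/D1-A4 cells, 0.234 against 0.378 in 2102EP-C1 cells with GSK-J4, and 0.427 against 0.102 in the knockdown experiment. Each arm lay in a quadrant of its own on these dimensions in all 3 experiments. Distances over all tested genes moved the ratio most in NT2/D1-A4 cells (to 0.824) and in the knockdown experiment (to 1.22), and leaving out the third control library moved it most in 2102EP-C1 cells with GSK-J4 (to 0.92).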

Volcano plots and GSEA revealed that cisplatin treatment of cisplatin-resistant NT2/D1-A4, 2102EP-C1, and 2102EP-C1-PLKO.1 control cells had a restricted pattern of gene alterations dominated by upregulated p53 target genes (Fig. 4B-C), as we have noted previously in transcriptome analysis of TGCT cells treated with cisplatin [25, 38]. 

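Cisplatin alone changed 402 of the 16431 genes in NT2/D1-A4 cells (337 up, 65 down, limma-trend, BH), 182 of 17035 in 2102EP-C1 cells (150 up, 32 down), and 493 of 16459 in 2102EP-C1 pLKO.1 cells (417 up, 76 down), with 3 libraries against 3 each time. The median absolute log2 fold change of the changed genes was 0.54, 0.51, and 0.50 in that order. Analysing only genes with a log2 value over 1 in every sample, which left 11430 and 12206 genes, moved the NT2/D1-A4 and pLKO.1 counts most, to 229 and 152. The 2102EP-C1 count ran from 117 without the second cisplatin library to 272 when only the 6 libraries compared were fitted. Among the genes with the largest rises were ITIH5 in NT2/D1-A4 cells (log2 fold change 1.39, SE 0.21, adjusted p 0.00035), EBI3 in 2102EP-C1 cells (1.34), and MUC19 in pLKO.1 cells (1.05, adjusted p 1.3e-11, limma-trend, BH).

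A list of 94 established p53 targets, written from general knowledge before the data were examined, was tested in each comparison with camera, a two-sided competitive test of a list against all other genes, run with a preset inter-gene correlation of 0.01. It was 1 of 15 lists, which gave 75 pairs of list and comparison per experiment for the BH adjustment. With cisplatin alone the list rose by a median log2 of 0.23 in NT2/D1-A4 cells (85 of 91 measured genes higher, camera adjusted p 2.2e-31), 0.22 in 2102EP-C1 cells (90 of 93, 1.1e-48), and 0.24 in pLKO.1 cells (85 of 92, 9.7e-31). Of its genes, 23, 21, and 26 passed both thresholds upward, and none passed downward. At an adjusted p under 0.05 with no fold limit, limma-trend called 61, 65, and 77 of them with adjustment over the list alone and 48, 46, and 72 with adjustment over all genes.

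Camera with the correlation estimated for each list moved these p53 results most, to adjusted p values of 0.0031, 0.04, and 2.5e-05. Over all pairs of list and comparison, camera called 43 of the 75 in NT2/D1-A4 cells, 42 in 2102EP-C1 cells with GSK-J4, and 47 in the knockdown experiment at an adjusted p under 0.05. The self-contained test fry called 40, 33, and 67 of the same pairs, and camera with estimated correlation called 16, 14, and 28. The p53 result with cisplatin alone was among the calls made by each of the 3 tests in each experiment.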

Of note, the degree of transcriptional changes was substantially reduced in comparison to parental cisplatin-sensitive cells (data not shown). In contrast, GSK-J4-pretreated NT2/D1-A4 and 2102EP-C1 cells and untreated 2102EP-C1-shKDM6A + 6B cells had a substantially more robust transcriptional response to cisplatin, again dominated by upregulated p53 target genes (Fig. 4B-C). 

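Against untreated cells, GSK-J4 followed by cisplatin changed 4180 genes in NT2/D1-A4 cells (2609 up, 1571 down) and 3849 in 2102EP-C1 cells (2185 up, 1664 down), and cisplatin in sh6A+6B cells changed 2634 against untreated pLKO.1 cells (1400 up, the rest down, limma-trend, BH). The p53 list rose by a median log2 of 0.95, 0.58, and 0.32 in these comparisons (camera, BH-adjusted p 5.7e-35, 8.9e-30, and 3.2e-17). From comparisons with untreated cells, the paper concludes that the transcriptional response to cisplatin was more robust after GSK-J4 or with sh6A+6B.

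Compared with cells given GSK-J4 alone, the combination changed 62 genes in NT2/D1-A4 cells (26 up, 36 down) and 379 in 2102EP-C1 cells (156 up, 223 down), and cisplatin in sh6A+6B cells changed 579 compared with untreated sh6A+6B cells (408 up, 171 down, limma-trend, BH). The NT2/D1-A4 count of 62 fell to 18 when only the 6 libraries compared were fitted, and it ran from 20 to 107 when single libraries were left out. The 2102EP-C1 count of 379 ran from 164 without the first combination library to 725 without the third GSK-J4 library. The interaction passed the thresholds for 7 genes in NT2/D1-A4 cells (0 up, 7 down), 146 in 2102EP-C1 cells with GSK-J4 (33 up, 113 down), and 620 in the knockdown experiment (180 up, 440 down, limma-trend, BH). At an unadjusted p under 0.05 with no fold limit, 1174, 2999, and 7088 genes passed it. Without the third GSK-J4 library, the 2102EP-C1 interaction count rose to 447.

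Within pretreated cells, cisplatin raised the p53 list by a median log2 of 0.16 in NT2/D1-A4 cells (84 of 91 genes higher, camera adjusted p 1.4e-23), 0.23 in 2102EP-C1 cells after GSK-J4 (82 of 93, 1.5e-30), and 0.26 in sh6A+6B cells (87 of 92, 8.2e-25). Of its genes, 3, 18, and 31 passed both thresholds upward, and limma-trend with no fold limit called 32, 66, and 80 with BH adjustment over the list alone and 19, 59, and 77 over all genes. The interaction median of the list was -0.09 in NT2/D1-A4 cells (67 of 91 genes lower, camera adjusted p 4.4e-10), 0.01 in 2102EP-C1 cells with GSK-J4 (adjusted p 0.81, with the direction changed without the third control, the third GSK-J4, or the first combination library), and 0.02 in the knockdown experiment (adjusted p 0.47). Over the alternatives, the highest adjusted p of the NT2/D1-A4 interaction was 0.039, with the correlation of the list estimated.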

Interestingly, GSK-J4 treatments alone and KDM6A/KDM6B-knockdown alone in 2102EP-C1-shKDM6A + 6B cells demonstrated substantial alterations in gene expression. 

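GSK-J4 alone changed 3332 genes in NT2/D1-A4 cells (2267 up, 1065 down) and 1858 in 2102EP-C1 cells (1327 up, 531 down), and sh6A+6B changed 1989 against pLKO.1 (1044 up, 945 down, limma-trend, BH, 3 libraries against 3). The median absolute log2 fold change of these genes was 0.62, 0.60, and 0.54. Large rises included NUPR1 in NT2/D1-A4 cells (chromosome 16: 28532708-28538974, log2 fold change 3.99, adjusted p 2.1e-13) and LAMP3 in 2102EP-C1 cells (4.54, 1.4e-20, limma-trend, BH) with GSK-J4, and CDH6 with sh6A+6B (1.72). Large falls included SEMA6B in NT2/D1-A4 cells (-1.50), C6orf141 in 2102EP-C1 cells (-1.31), and AHNAK2 with sh6A+6B (-2.46).

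KDM6A [7403] (chromosome X: 44873188-45112779) dropped from a mean of 7.16 ± 0.01 log2 CPM (SD, n = 3, 12747 to 13593 reads) in pLKO.1 cells to 6.15 ± 0.06 (5447 to 6349 reads) in sh6A+6B cells, a log2 fold change of -1.01 (SE 0.03, limma-trend BH-adjusted p 2.1e-18). KDM6B [23135] (chromosome 17: 7834217-7854796) dropped from 4.63 ± 0.02 to 3.62 ± 0.12 log2 CPM (970 to 1121 reads in sh6A+6B cells), also a change of -1.01 (SE 0.05, adjusted p 1.8e-14, limma-trend, BH). With GSK-J4, KDM6B rose from 3.67 ± 0.09 to 4.55 ± 0.09 log2 CPM in NT2/D1-A4 cells (log2 fold change 0.88, SE 0.06, adjusted p 1.2e-09) and from 4.52 ± 0.12 to 5.34 ± 0.16 in 2102EP-C1 cells (0.81, SE 0.07, 2.3e-10, limma-trend, BH). KDM6A changed by 0.06 in both lines with GSK-J4 (adjusted p 0.24 and 0.17, limma-trend, BH), and in 2102EP-C1 cells the sign turned to -0.004 when length and GC trends were removed.

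**Figure D1:**
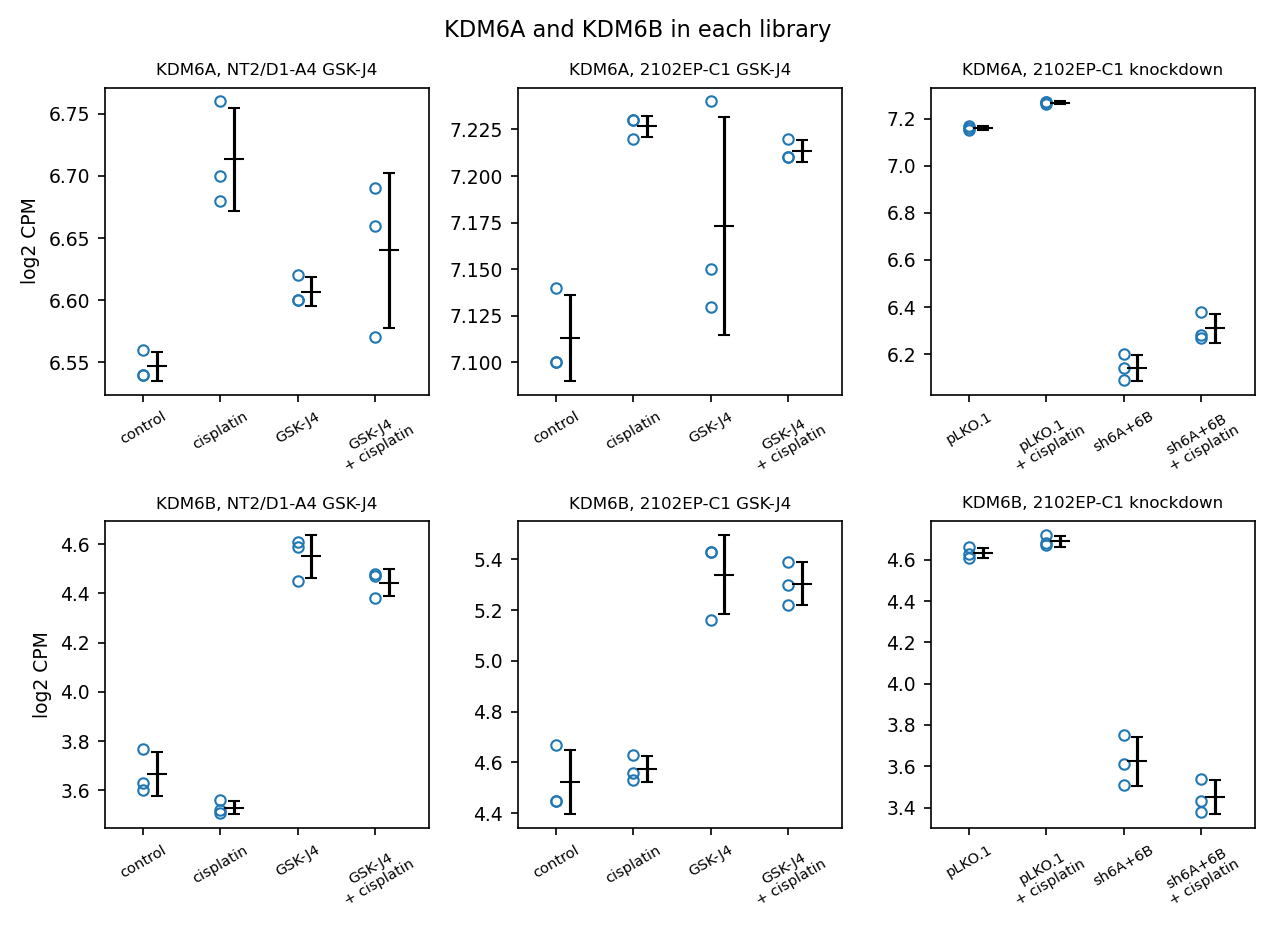
KDM6A (upper panels) and KDM6B (lower panels) in the 3 experiments, as log2 CPM per library (open circles) with the mean and SD of the 3 libraries of each arm (bars), where vertical axes differ between panels. Mean KDM6A was 7.16 in pLKO.1 and 6.15 in sh6A+6B cells, and mean KDM6B was 3.67 in NT2/D1-A4 controls and 4.55 with GSK-J4.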

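With GSK-J4 alone, the list of established p53 targets rose by a median log2 of 0.76 in NT2/D1-A4 cells (88 of 91 genes higher, camera BH-adjusted p 6.2e-33) and 0.32 in 2102EP-C1 cells (87 of 93 higher, 9.8e-29). In NT2/D1-A4 cells 65 of its genes passed both thresholds upward and 2 downward, and in 2102EP-C1 cells 35 passed upward and 0 downward. With no fold limit, limma-trend called 83 and 76 of them at a BH-adjusted p under 0.05 over the list alone, and 82 and 70 over all genes. The list also passed fry in both lines (adjusted p 1.2e-09 and 2.7e-06) and camera with estimated correlation (0.0031 and 0.04).

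For 6 p53 targets chosen by the study on these samples (FAS, ANXA1, BTG2, SESN1, CDKN1A, and DRAM1), the median log2 fold change with GSK-J4 was 1.41 in NT2/D1-A4 cells and 1.06 in 2102EP-C1 cells (camera BH-adjusted p 1.3e-08 and 1.8e-10). CDKN1A [1026] (p21, chromosome 6: 36676463-36687332) rose from 3.40 ± 0.10 to 5.47 ± 0.10 log2 CPM in NT2/D1-A4 cells (SD, n = 3, log2 fold change 2.07, SE 0.06, adjusted p 3.7e-15) and from 4.38 ± 0.00 to 5.31 ± 0.11 in 2102EP-C1 cells (0.93, SE 0.05, 4.2e-13, limma-trend, BH). BTG2 [7832] (chromosome 1: 203305519-203309602) rose from 3.11 ± 0.07 to 5.34 ± 0.16 in NT2/D1-A4 cells (2.23, SE 0.07, adjusted p 5.1e-15, limma-trend, BH) and by 1.46 in 2102EP-C1 cells. FAS [355] (chromosome 10: 88964050-89017059) changed by 1.68 (SE 0.09) and 1.20, and ANXA1 [301] (chromosome 9: 73151865-73170393) by 0.72 and 1.6, in the same order of lines. SESN1 and DRAM1 changed by 0.87 and 1.15 in NT2/D1-A4 cells and by 0.19 and 0.63 in 2102EP-C1 cells. All 6 genes passed both thresholds in NT2/D1-A4 cells, and 5 did in 2102EP-C1 cells, where SESN1 stayed under the fold limit.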

Upregulated genes for GSK-J4 alone treatments were again dominated by p53 target genes (Fig. 4C and Fig. 5A-B) despite the fact that the GSK-J4 treatments were not toxic or growth-inhibitory in long-term assays (32 and data not shown). This basal p53 target gene effect was less prominent in 2102EP-C1-shKDM6A + 6B cells but was still evident in a narrower subset of p53 target genes (Fig. 5C). In contrast, downregulated genes had a more diverse gene set enrichment pattern among the experiments, including gene sets involving mRNA splicing, DNA methylation, and histones (Supplemental Table S2). 

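With sh6A+6B alone, the p53 list had a median log2 fold change of 0.07 (56 of 92 genes higher, 36 lower), and 9 of its genes passed both thresholds upward and 1 downward. Its camera adjusted p was 0.018, against 4.6e-07 with fry and 0.038 with estimated correlation (two-sided, BH over 75 pairs). Limma-trend with no fold limit called 52 of the genes at a BH-adjusted p under 0.05, both over the list alone and over all genes. The 6 genes of Fig. 5 had a median of 0.22 (camera adjusted p 0.0023), and 2 of them passed both thresholds, FAS at 0.39 (adjusted p 3.6e-06) and ANXA1 at 0.44 (4.5e-14, limma-trend, BH). BTG2 rose by 0.31 (adjusted p 9.5e-07) and stayed under the fold limit, and DRAM1 changed by 0.04 (adjusted p 0.31, limma-trend, BH). CDKN1A rose by 0.09 (adjusted p 0.033, limma-trend, BH), which moved to 0.057 when only the 6 libraries compared were fitted and to 0.21 when a single library was left out. The difference between the effects of GSK-J4 and of sh6A+6B was not tested, because the experiments had separate controls.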

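A list of 80 splicing factors, 79 of them measured, fell by a median log2 of -0.20 with GSK-J4 in NT2/D1-A4 cells (66 lower, 13 higher, camera adjusted p 4.8e-12) and -0.13 in 2102EP-C1 cells (73 lower, 6 higher, 1.8e-15, BH over 75 pairs per experiment). Of the splicing factors, 10 and 2 passed both thresholds downward, and limma-trend with no fold limit called 61 and 62 with BH adjustment over the list alone and 60 and 56 over all genes. With sh6A+6B the splicing list had a median of -0.04 (61 lower, 18 higher, 1 past both thresholds, camera adjusted p 0.00066). The sh6A+6B result had an adjusted p of 0.13 with estimated correlation and of 0.47 against 10000 random lists matched for expression and length.

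Replication-dependent histone genes fell by a median log2 of -0.50 with GSK-J4 in 2102EP-C1 cells (29 of 30 lower, 14 past both thresholds, camera adjusted p 5.4e-06, or 0.16 with estimated correlation). In NT2/D1-A4 cells 16 of them were measured, with a median of -0.39 (12 lower, 4 past both thresholds, camera adjusted p 0.087, fry 0.0019). With sh6A+6B the 32 measured histone genes had a median of -0.03 (18 lower, 14 higher, 3 past both thresholds upward, camera adjusted p 1), and the direction of this result changed under several alternatives. Limma-trend with BH over the histone list alone called 22 in 2102EP-C1 cells with GSK-J4, 4 in NT2/D1-A4 cells, and 4 with sh6A+6B, against 17, 5, and 6 over all genes.

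Of the DNA methyltransferases, DNMT1 [1786] changed by a log2 of -0.17 in NT2/D1-A4 cells (adjusted p 0.0025) and -0.02 in 2102EP-C1 cells (0.68) with GSK-J4, and by -0.13 with sh6A+6B (4.8e-07, limma-trend, BH). DNMT3A changed by -0.15, -0.14, and -0.14 in the same comparisons. Neither gene passed the fold limit in any of them.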

The top 20 gene sets enriched for upregulated and downregulated genes for each experimental arm for all three RNA-seq experiments are provided in Supplemental Table S2.

**Fig. 4:**
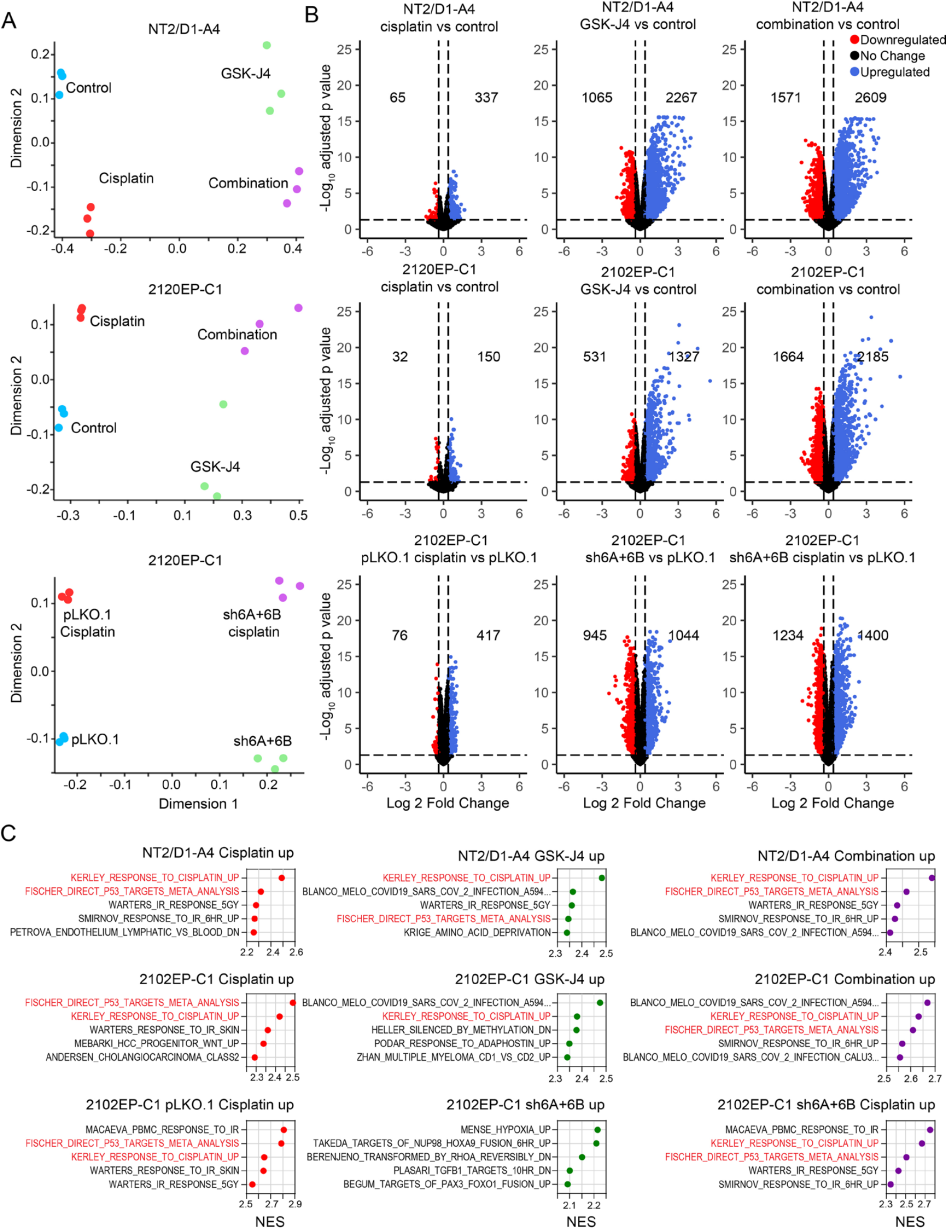
Transcriptome analysis of GSK-J4 treated and KDM6A/KDM6B knockdown cells reveals the importance of basal activation of gene expression and p53 signaling in cisplatin sensitization. (**A**) Multidimensional scaling (MDS) plots of the three RNA-seq experiments NT2/D1-A4 and 2102EP-C1 cells treated with GSK-J4, cisplatin, or GSK-J4 + cisplatin and KDM6A/KDM6B dual knockdown or control 2102EP-C1 cells treated with cisplatin. (**B**) Enhanced volcano plots of the three RNA-seq experiments. For the first two experiments, each treatment (cisplatin, GSK-J4, or the combination) is compared to untreated vehicle control. For the third experiment, PLK control + cisplatin, untreated sh6A + 6B, and sh6A + 6B + cisplatin cells are compared to untreated PLK cells. Significant cutoff is fold-change > 1.3 and FDR < 0.05. The number of up- and downregulated genes are provided. (**C**) Gene set enrichment analysis (GSEA) results corresponding to the volcano plot comparisons for upregulated genes. Top 5 gene sets as determined by normalized enrichment score (NES) from the MSigDB C2 collection are provided. The top 20 gene sets enriched for upregulated and downregulated genes for each experimental arm for all three RNA-seq experiments are provided in Supplemental Table S2. Red text highlights p53 target gene sets, including KERLEY_RESPONSE_TO_CISPLATIN, which we previously identified to be a p53 dominate gene set in cisplatin treated NT2/D1 cells [38]

**Fig. 5:**
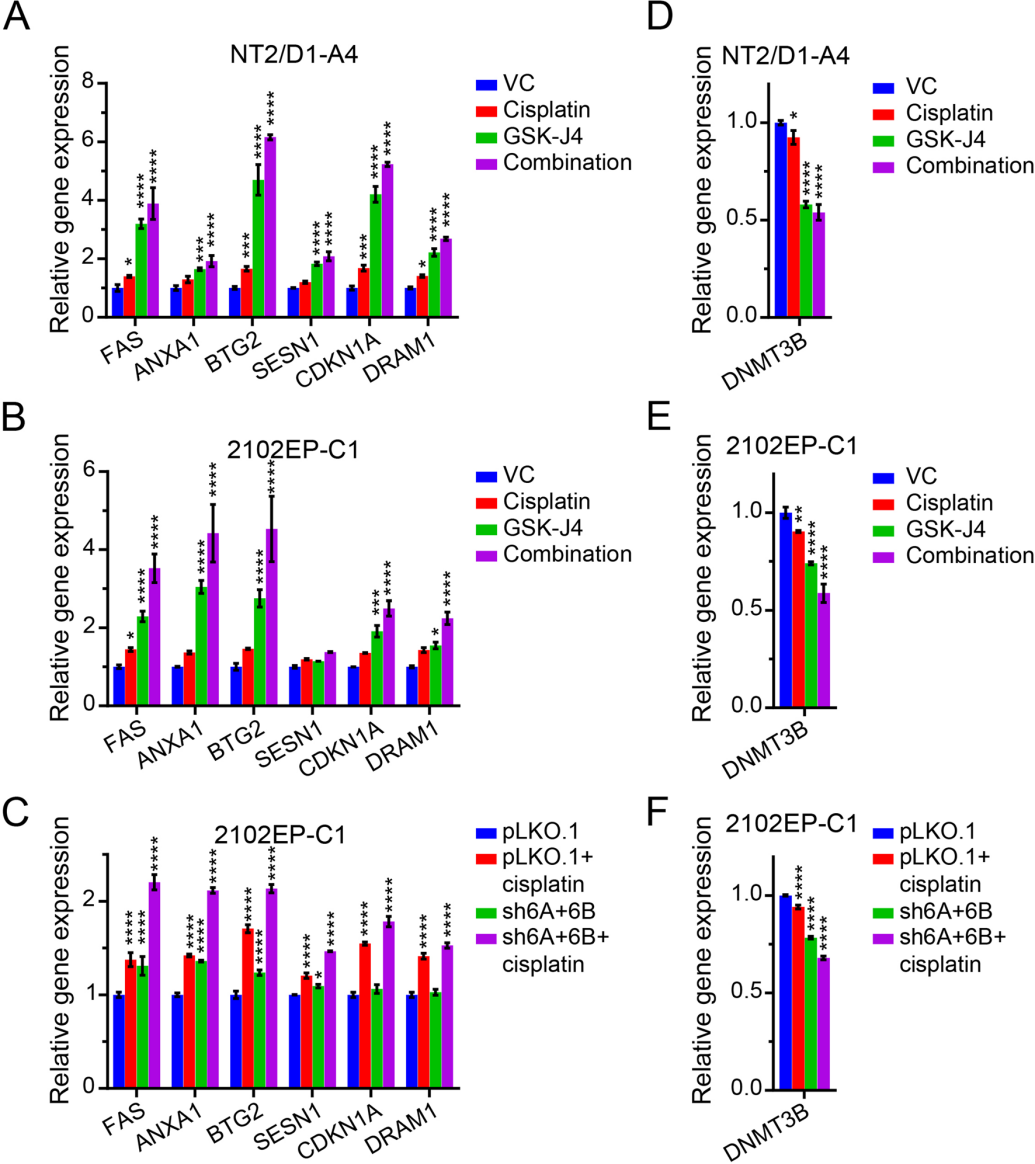
Polycomb demethylase targeting potentiates p53 target gene activation and represses DNMT3B expression in TGCT cells. (**A**-**C**) Expression of select p53 target genes across the 4 experimental arms of the three RNA-seq experiments of Fig. 4. (**D**-**F**) DNMT3B expression across the 4 experimental arms of the three RNA-seq experiments of Fig. 4

High levels of OCT4 have been shown to correlate with cisplatin sensitivity in TGCT cells mediated in part through induction of pro-apoptotic factor NOXA [39]. Also, KDM6A has been shown to interact directly with OCT4 to promote OCT4 target gene expression during chemotherapy in breast cancer cells [40]. This prompted us to investigate whether targeting of KDM6A/6B in TGCT cells alters Oct4 target gene expression. Pharmacologic and genetic inhibition of KDM6A/6B had decreased expression of several OCT4 target genes (Supplemental Figure S3) consistent with KDM6A being a cofactor of OCT4. However, repression of OCT4 signaling would be predicted to cause resistance to cisplatin in TGCT cells not sensitization [39]. 

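A list of 28 pluripotency genes and OCT4 targets, written from general knowledge, fell by a median log2 of -0.18 with GSK-J4 in NT2/D1-A4 cells (20 of 26 measured genes lower, camera adjusted p 0.0015) and -0.22 in 2102EP-C1 cells (23 of 27 lower, 1.1e-06, two-sided, BH over 75 pairs). Of these genes, 4 passed both thresholds downward and 3 upward in NT2/D1-A4 cells, and 2 and 2 in 2102EP-C1 cells. Limma-trend with no fold limit called 19 genes in each line, over the list alone as over all genes. Fry gave adjusted p values of 2e-05 and 0.00035, and camera with estimated correlation gave 0.12 and 0.15. With sh6A+6B the median was -0.05 (14 of 27 lower, 3 past both thresholds in each direction, camera adjusted p 0.47, fry 0.0032). POU5F1 [5460] (OCT4, chromosome 6: 31164337-31170682) changed by 0.16 in NT2/D1-A4 cells (adjusted p 0.00074), 0.07 in 2102EP-C1 cells (0.1), and -0.08 with sh6A+6B (0.0002, limma-trend, BH), and removing length and GC trends left -0.02 in the last.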

Interestingly, despite being reported as being induced by OCT4 in TGCT cells, NOXA was upregulated in TGCT cells upon inhibition of KDM6A/6B (Supplemental Figure S3). 

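PMAIP1 [5366] (NOXA, chromosome 18: 59899996-59904305) rose with GSK-J4 from 5.55 ± 0.02 log2 CPM (SD, n = 3, 1414 to 1968 reads) to 6.95 ± 0.07 in NT2/D1-A4 cells, a log2 fold change of 1.41 (SE 0.06, adjusted p 7.7e-13, limma-trend, BH). In 2102EP-C1 cells it rose from 6.61 ± 0.04 to 7.33 ± 0.08 (0.72, SE 0.05, adjusted p 2.3e-12, limma-trend, BH). With sh6A+6B it dropped from 6.48 ± 0.05 (7689 to 8895 reads) to 6.19 ± 0.08 (5546 to 6986 reads), a log2 fold change of -0.29 (SE 0.04, adjusted p 7e-07, limma-trend, BH), which stayed under the fold limit and ran from -0.36 to -0.27 over the alternatives. Cisplatin alone changed PMAIP1 by 0.08 in NT2/D1-A4 cells (adjusted p 0.41), 0.23 in 2102EP-C1 cells (0.0032), and 0.34 in pLKO.1 cells (1.5e-07, limma-trend, BH). In pretreated cells, cisplatin changed it by -0.01 after GSK-J4 in NT2/D1-A4 cells (adjusted p 0.98), 0.43 after GSK-J4 in 2102EP-C1 cells (1.2e-06), and 0.47 with sh6A+6B (4.4e-10, limma-trend, BH), where the interaction was 0.13 (adjusted p 0.065).

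**Figure D2:**
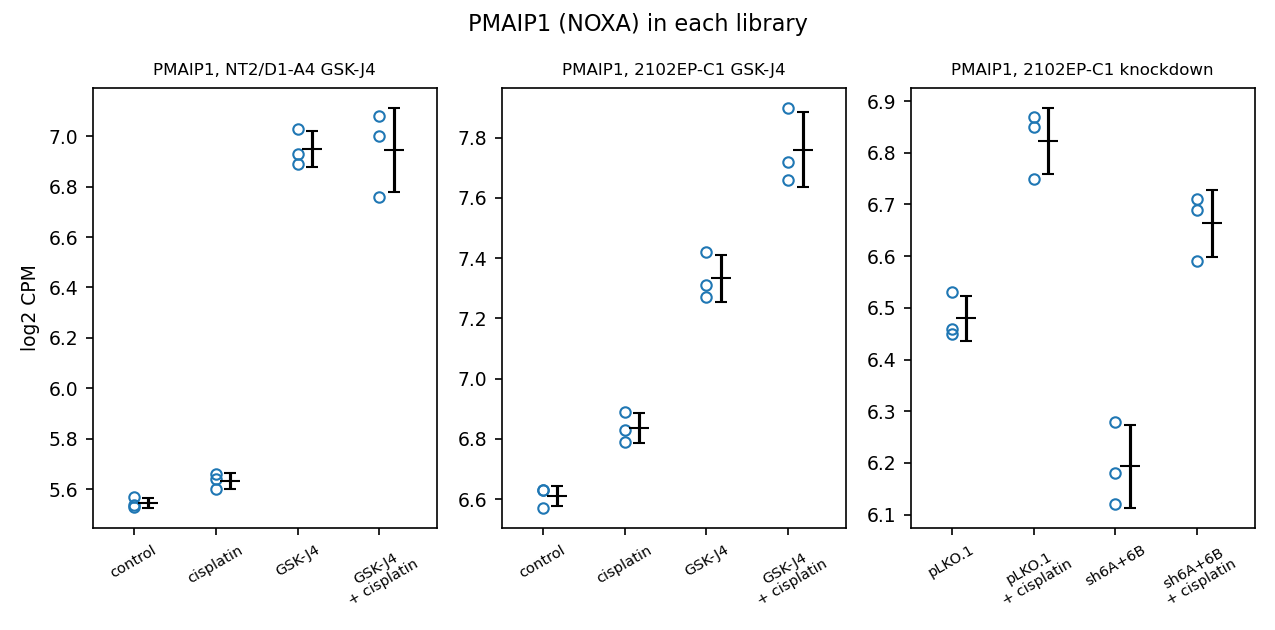
PMAIP1 as log2 CPM per library (open circles) with the mean and SD of the 3 libraries of each arm (bars) in NT2/D1-A4 cells with GSK-J4, 2102EP-C1 cells with GSK-J4, and the 2102EP-C1 knockdown experiment. Means were 6.48 in pLKO.1, 6.82 in pLKO.1 with cisplatin, 6.19 in sh6A+6B, and 6.66 in sh6A+6B with cisplatin.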

Again, consistent with an interconnected relationship between alterations in DNA methylation mediated by DNMT3B and H3K27me3-mediated polycomb signaling [31, 33], pharmacologic inhibition of KDM6A/KDM6B with GSK-J4 or KDM6A/KDM6B knockdown repressed expression of DNMT3B in both cisplatin-sensitive and -resistant TGCT cells (Fig. 5D-F).

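DNMT3B [1789] (chromosome 20: 32762385-32809356) fell with GSK-J4 from 10.75 ± 0.02 to 9.97 ± 0.04 log2 CPM in NT2/D1-A4 cells (SD, n = 3, log2 fold change -0.79, SE 0.05, adjusted p 7.4e-11) and from 11.72 ± 0.04 to 11.28 ± 0.01 in 2102EP-C1 cells (-0.43, SE 0.04, 1.2e-09, limma-trend, BH). With sh6A+6B it fell from 11.55 ± 0.01 to 11.19 ± 0.01 (-0.35, SE 0.01, adjusted p 7.6e-16, limma-trend, BH), which stayed under the fold limit of 1.3. Against untreated cells, the combination with cisplatin gave -0.89 in NT2/D1-A4 cells, -0.77 in 2102EP-C1 cells, and -0.56 with sh6A+6B. Cisplatin lowered DNMT3B by a further -0.20 within sh6A+6B cells (adjusted p 4e-11), with an interaction of -0.12 (4.1e-05, limma-trend, BH). Over the alternatives, the change ran from -0.79 to -0.74 with GSK-J4 in NT2/D1-A4 cells and from -0.36 to -0.33 with sh6A+6B. Cells sensitive to cisplatin were not analysed here.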

### Transcriptome analysis of KDM6A/KDM6B-knockdown cells reveals cisplatin sensitization is associated with alterations in chromatin remodeling genes upon cisplatin treatment

To gain a broader insight into the role of polycomb demethylase targeting in cisplatin sensitization of TGCT cells, we further analyzed the KDM6A/KDM6B-knockdown plus cisplatin treatment in 2102EP-C1 cells experiment by identifying subsets of unique and overlapping upregulated and downregulated genes from three comparisons, those genes regulated by cisplatin in PLKO.1 control cells (PLKO.1 cisplatin-treated vs. PLKO.1 untreated), those genes basally regulated by KDM6A/KDM6B-knockdown (shKDM6A + 6B untreated vs. PLKO.1 untreated), and those genes regulated by cisplatin in KDM6A/KDM6B-knockdown cells (shKDM6A + 6B cisplatin-treated vs. shKDM6A + 6B untreated) (Fig. 6A-B). 

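Among pLKO.1 and sh6A+6B cells, a fold change over 1.2 with a BH-adjusted p under 0.001 was reached upward by 456 genes for cisplatin in pLKO.1 cells, 1200 for sh6A+6B, and 431 for cisplatin in sh6A+6B cells, and downward by 71, 1050, and 442 (limma-trend, 16459 genes, 3 libraries against 3). The overlap of the cisplatin responses in pLKO.1 and sh6A+6B cells was 146 genes upward against 11.9 for independent sets of these sizes, and 20 downward against 1.91. Between sh6A+6B and cisplatin in sh6A+6B cells, the overlap was 58 upward against 31.4 and 22 downward against 28.2. These last comparisons share the untreated sh6A+6B libraries with opposite sign, which by noise alone gives a correlation of -0.50 in simulation. The observed correlation across genes was -0.12, and genes are not independent replicates.

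Of the upward genes, 108 rose with cisplatin in both cell types only, 38 in all 3 comparisons, 265 with cisplatin in sh6A+6B cells only, and 1053 with sh6A+6B only. Of the downward genes, 1022 fell with sh6A+6B only, 403 with cisplatin in sh6A+6B cells only, and 45 with cisplatin in pLKO.1 cells only. No gene entered any of these groups in 20 simulations of libraries without group differences. These simulations drew noise alone, for which these thresholds leave few calls, so they do not cover trends shared by the libraries of an arm. Removal of length and GC trends from each library moved the group of 403 most, to 189, and the group of 265 to 174. A group of genes changed in a single comparison does not by itself show a different response. The interaction test was therefore applied to each group. Of all 16459 genes, 5785 passed it at a BH-adjusted p under 0.05 (limma-trend). It was passed by 31.7% of the genes up and 29.2% of those down with sh6A+6B only. Genes changed with cisplatin in 1 cell type only were picked on the same libraries, which favours a pass. A high share in such groups is therefore not independent evidence.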

Venn diagrams were generated with a cutoff of > 1.2 fold-change with FDR < 0.001 and GeneOverlap analysis with Fisher exact tests were performed against the 5529 curated sets from the Broad MSigDB C2 collection (Fig. 6A-B). Gene lists from Venn diagram analysis and GeneOverlap results are provided in Supplemental Table S3 and Supplemental Table S4. Upregulated genes were again dominated by p53 target genes with p53 gene sets enriched for genes commonly upregulated in both PLKO.1 and 2102EP-C1-shKDM6A + 6B cells treated with cisplatin (Group 1), and genes upregulated by cisplatin in both cells but also basally upregulated upon KDM6A/KDM6B-knockdown (Group 2) (Fig. 6A). This analysis again suggests that targeting polycomb demethylases basally modifies the p53 pathway in TGCT cells to sensitize these cells to cisplatin. 

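The genes up with cisplatin in pLKO.1 and sh6A+6B cells only (Group 1) had median log2 fold changes of 0.46 for cisplatin in pLKO.1 cells, 0.02 for sh6A+6B, and 0.49 for cisplatin in sh6A+6B cells. Group 2, up in all 3 comparisons, had medians of 0.48, 0.54, and 0.40. Of Group 1, 18 genes (16.7%) passed the interaction test at a BH-adjusted p under 0.05, and of Group 2, 6 genes (15.8%, limma-trend).

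Of the 92 measured p53 targets, 24 were in Group 1 against 0.604 expected from the 16459 genes tested (Fisher exact test, two-sided, adjusted p 1.6e-30), and 7 were in Group 2 against 0.212 (3.1e-08, BH over 15 lists and 7 groups). The Fisher test takes genes as independent. SESN1, CDKN1A, and DRAM1 were in Group 1, and FAS, ANXA1, and BTG2 in Group 2. Calls fell from 15 to 9 pairs of list and group at a fold change over 1.3 with an adjusted p under 0.05. Removal of length and GC trends also gave 9. At the changed thresholds 16 p53 targets were in Group 1 and 5 in Group 2, with exact adjusted p values of 4.1e-16 and 1.4e-05. Membership changed as well. BTG2, with a fold change of 1.24 for sh6A+6B, moved to Group 1. SESN1, with 1.2 for cisplatin in pLKO.1 cells, left Group 1.

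For cisplatin in pLKO.1 cells, CDKN1A rose from 4.42 ± 0.04 to 5.05 ± 0.02 log2 CPM (SD, n = 3, log2 fold change 0.63, SE 0.03, adjusted p 1.3e-12, limma-trend, BH), and in sh6A+6B cells it rose by 0.75, with an interaction of 0.12 (adjusted p 0.059, limma-trend, BH). The interaction was 0.29 for FAS (adjusted p 0.0052), 0.16 for SESN1 (0.00012), 0.02 for BTG2 (0.87), and 0.07 for DRAM1 (0.21, limma-trend, BH). For ANXA1 it was 0.13 (adjusted p 0.0019, limma-trend, BH) and turned to -0.08 when length and GC trends were removed.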

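For the 265 genes up only with cisplatin in sh6A+6B cells, the median log2 fold change was 0.32 for cisplatin in these cells, 0.07 for cisplatin in pLKO.1 cells, and -0.09 for sh6A+6B alone. The interaction passed a BH-adjusted p of 0.05 for 182 of them (68.7%, limma-trend). The group held 7 p53 targets against 1.48 expected (exact adjusted p 0.005, Fisher test) and 8 of 78 ribosomal protein genes against 1.26 (exact adjusted p 0.00031). Once length and GC trends were removed, the ribosomal p was 0.78, and at a fold change over 1.3 with an adjusted p under 0.05 the direction of the ribosomal result reversed (exact adjusted p 1). Median transcript length was 782 bases for the ribosomal protein genes and 3224 for all genes with a known length.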

Gene sets enriched exclusively for genes upregulated in shKDM6A + 6B cells treated with cisplatin include several related to cancer (Group 3) (Fig. 6A). 

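For the 1053 genes up only with sh6A+6B, the median log2 fold change was 0.44 for sh6A+6B, 0.07 for cisplatin in pLKO.1 cells, and -0.04 for cisplatin in sh6A+6B cells. Of a list of 40 hypoxia response genes, 38 were measured and 14 were in this group against 2.43 expected (Fisher exact test, adjusted p 6e-07). The whole hypoxia list rose by a median log2 of 0.24 with sh6A+6B (32 higher, 6 lower, 11 past both thresholds upward and 1 downward, camera adjusted p 4.9e-11, fry 3.2e-08, estimated correlation 0.022). Limma-trend with no fold limit called 35 of the hypoxia genes with BH adjustment over the list alone and 33 over all genes. Of 10000 random lists matched for expression and length, the middle 95% had medians from -0.073 to 0.035. CDH1 [999] (E-cadherin, chromosome 16: 68737292-68835537) fell with sh6A+6B from 8.79 ± 0.00 to 8.61 ± 0.01 log2 CPM (SD, n = 3, log2 fold change -0.18, SE 0.02, adjusted p 3.5e-09, limma-trend, BH) and was in none of the groups.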

Finally, gene sets enriched exclusively for upregulated genes in untreated KDM6A/KDM6B knockdown cells compared to untreated PLKO.1 were involved in hypoxia and E-cadherin (CDH1) signaling (Group 4).

**Fig. 6:**
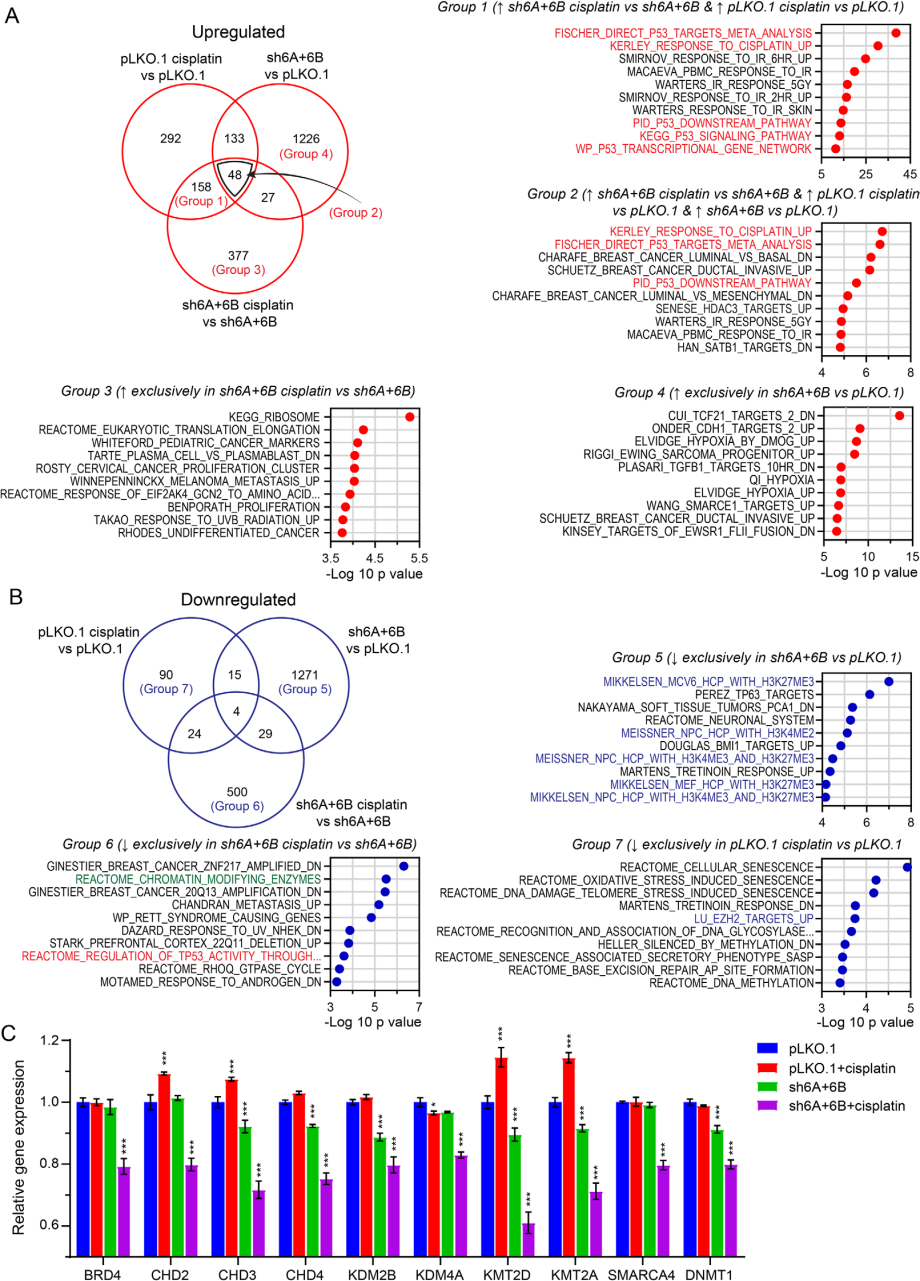
Transcriptome analysis of KDM6A/KDM6B-knockdown cells reveals cisplatin sensitization is associated with alterations in chromatin remodeling genes upon cisplatin treatment. (**A**) Venn diagram comprised of comparing genes upregulated in PLKO.1 cisplatin-treated vs. PLKO.1 untreated, sh6A/KDM6B untreated vs. PLKO.1 untreated, and sh6A/KDM6B cisplatin vs. sh6A/6B untreated. Also depicted are gene set enrichment analysis (GSEA) results corresponding to indicated comparison groups. Top 10 gene sets from GeneOverlap analysis as determined by p value from the MSigDB C2 collection are provided. P53 target gene collections are highlighted. malignant peripheral nerve sheath tumors (MPNSTs), **B**) Venn diagram comprised of comparing genes downregulated in PLKO.1 cisplatin-treated vs. PLKO.1 untreated, sh6A/6B untreated vs. PLKO.1 untreated, and sh6A/6B cisplatin-treated vs. sh6A/6B untreated. Also depicted are GeneOveralp results corresponding to indicated comparison groups. Top 10 gene sets as determined by p value from the MSigDB C2 collection are provided. The REACTOME_CHROMATIN_MODIFYING_ENZYMES gene set is highlighted. (**C**) Expression of select chromatin-modifying enzymes and proteins across the 4 experimental arms of the RNA-seq experiment. P53 target gene sets are in red text, H3K27me3/polycomb gene sets are in blue text, REACTOME_CHROMATIN_MODIFYING_ENZYMES gene set is in green text

In contrast, there was strong enrichment for gene sets involved in H3K27me3 and polycomb signaling for gene exclusively downregulated in KDM6A/KDM6B-knockdown cells, as would be expected by knocking down polycomb demethylases (Group 5) (Fig. 6B). 

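The 1022 genes down only with sh6A+6B (Group 5) had median log2 fold changes of -0.44 for sh6A+6B, -0.01 for cisplatin in pLKO.1 cells, and 0.04 for cisplatin in sh6A+6B cells. KDM6A, KDM6B, DNMT3B, and PMAIP1 were among them. Of 105 measured developmental regulators of families known to be bound by polycomb in embryonic stem cells (PAX, GATA, LHX, and similar genes), 9 were in Group 5 against 6.52 expected (Fisher exact test, two-sided, adjusted p 0.81). The genes up only with sh6A+6B held 30 of the 105 against 6.72 (exact adjusted p 5.6e-11), or 36 at a fold change over 1.3 with an adjusted p under 0.05.

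With sh6A+6B the list of developmental regulators had a median log2 fold change of 0.11 (62 higher, 43 lower), with 36 genes past both thresholds upward and 12 downward (camera adjusted p 0.018, fry 1.7e-07, estimated correlation 0.038). Limma-trend with no fold limit called 71 of them with BH adjustment over the list alone and 70 over all genes. Among genes with a log2 value over 1 in every sample, the camera adjusted p was 0.46. With GSK-J4 the median of the list was 0.10 in NT2/D1-A4 cells (36 past both thresholds upward, 7 downward, camera adjusted p 0.088) and 0.10 in 2102EP-C1 cells (17 upward, 9 downward, 0.39). EZH2 fell by a log2 of -0.24 with sh6A+6B (adjusted p 2.7e-09, limma-trend, BH), SUZ12 changed by 0.02, and EED by 0.12.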

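For the 403 genes down only with cisplatin in sh6A+6B cells, the median log2 fold change was -0.31 for cisplatin in these cells, -0.01 for cisplatin in pLKO.1 cells, and 0.02 for sh6A+6B alone, and 355 (88.1%) passed the interaction test at a BH-adjusted p under 0.05 (limma-trend). A list of chromatin modifiers, built from gene families such as KDM, KMT, CHD, SMARC, and HDAC, had 117 measured genes, and 22 of them were in this group against 2.87 expected (Fisher exact test, two-sided, adjusted p 4.3e-12). With length and GC trends removed, the exact adjusted p of the chromatin modifiers was 1, and at a fold change over 1.3 with an adjusted p under 0.05 it was 0.17. The group also held 8 of 40 genes of the integrated stress response against 0.979 (exact adjusted p 4.9e-05, or 1.5e-08 with length and GC trends removed).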

Interestingly, we found a gene set of chromatin-modifying enzymes and proteins [41] that were only downregulated in 2102EP-C1-shKDM6A + 6B cells treated with cisplatin (Group 6) (Fig. 6B-C). This included bromodomain protein BRD4, ATP-dependent chromatic remodeler SMARCA4, and cassettes of lysine demethylases (KDMs), chromodomain helicase DNA binding proteins (CHDs), and lysine methyltransferases (KMTs) (Fig. 6C) [41]. This suggests that targeting KDM6A/KDM6B sets the stage for further cisplatin-mediated chromatin remodeling in TGCT cells. 

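SMARCA4 [6597] (chromosome 19: 10961030-11062273) went from 8.56 ± 0.01 log2 CPM to 8.25 ± 0.03 with cisplatin in sh6A+6B cells (SD, n = 3, log2 fold change -0.32, SE 0.02, adjusted p 8.6e-13), and its interaction was -0.32 (2.6e-10, limma-trend, BH). KMT2D [8085] (chromosome 12: 49018978-49060794) went from 6.95 ± 0.03 to 6.40 ± 0.08 in sh6A+6B cells (-0.55, SE 0.03, adjusted p 9.6e-13) and from 7.11 ± 0.03 to 7.31 ± 0.04 in pLKO.1 cells (0.20, adjusted p 1.6e-05), an interaction of -0.75 (4.3e-12, limma-trend, BH). The rise of KMT2D in pLKO.1 cells was 0.005 once length and GC trends were removed. CHD2 [1106] (chromosome 15: 92900324-93027996) and CHD4 [1108] (chromosome 12: 6570082-6607379) fell with cisplatin in sh6A+6B cells by a log2 of -0.35 (adjusted p 1.6e-11) and -0.29 (1.4e-12, limma-trend, BH), and CHD3 and KMT2A each by -0.36. KDM2B [84678] (chromosome 12: 121408461-121582279) changed by -0.15 (adjusted p 1.2e-06) and KDM4A [9682] (chromosome 1: 43650149-43705518) by -0.22 (1.3e-10, limma-trend, BH). Of these genes, only KMT2D passed a fold change of 1.3 in this comparison.

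The list of the 10 genes of Fig. 6C, which were chosen by the study on these samples, had a median log2 of -0.31 with cisplatin in sh6A+6B cells (camera adjusted p 4.3e-12, estimated correlation 0.041). CHD genes had a median of -0.21 (9 of 9 lower, 4 in Group 6, camera adjusted p 7.2e-07, fry 2.2e-07, estimated correlation 0.038), and KMT genes a median of -0.28 (8 of 8 lower, 5 in Group 6, 5.9e-06, 1.1e-06, 0.038). KDM genes had a median of -0.08 (12 of 18 lower, 1 past both thresholds upward, camera adjusted p 0.074, fry 7.9e-05, camera 0.039 without the third sh6A+6B library with cisplatin), and the direction of this camera result turned upward when length and GC trends were removed. Limma-trend with no fold limit called 8 CHD, 7 KMT, and 16 KDM genes with BH adjustment over each list alone and 8, 7, and 14 over all genes.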

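The list of 117 chromatin modifiers had a median log2 fold change of -0.12 for cisplatin in sh6A+6B cells (88 lower, 29 higher, 4 past both thresholds downward and 1 upward, camera adjusted p 5.6e-11, fry 1.7e-07, estimated correlation 0.032). For cisplatin in pLKO.1 cells its median was 0.02 (69 higher, 48 lower, camera adjusted p 0.15), a result whose direction reversed when length and GC trends were removed (0.1). The interaction median was -0.12 (87 lower, 30 higher, 12 past both thresholds downward, camera adjusted p 1.5e-10). Limma-trend with no fold limit called 92 of the genes for cisplatin in sh6A+6B cells with BH adjustment over the list alone and 87 over all genes.

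Across genes of the knockdown experiment, the log2 fold change for cisplatin rose with transcript length in pLKO.1 cells (Spearman 0.38) and fell with it in sh6A+6B cells (-0.30), and the interaction had a correlation of -0.52 with length (15222 genes, which are not independent replicates). The chromatin modifiers had a median transcript length of 5590 bases. Of 10000 random lists matched for expression and length, the middle 95% had medians from -0.068 to -0.004 for cisplatin in sh6A+6B cells. With length and GC trends removed, the chromatin modifiers kept a median of -0.050 in this comparison, below 99.5% of matched lists (camera adjusted p 7.3e-06), and of -0.044 in the interaction (0.0015). From the genes that fell with cisplatin in sh6A+6B cells only, the paper proposes that loss of KDM6A and KDM6B prepares the cells for further chromatin remodeling by cisplatin.

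**Figure D3:**
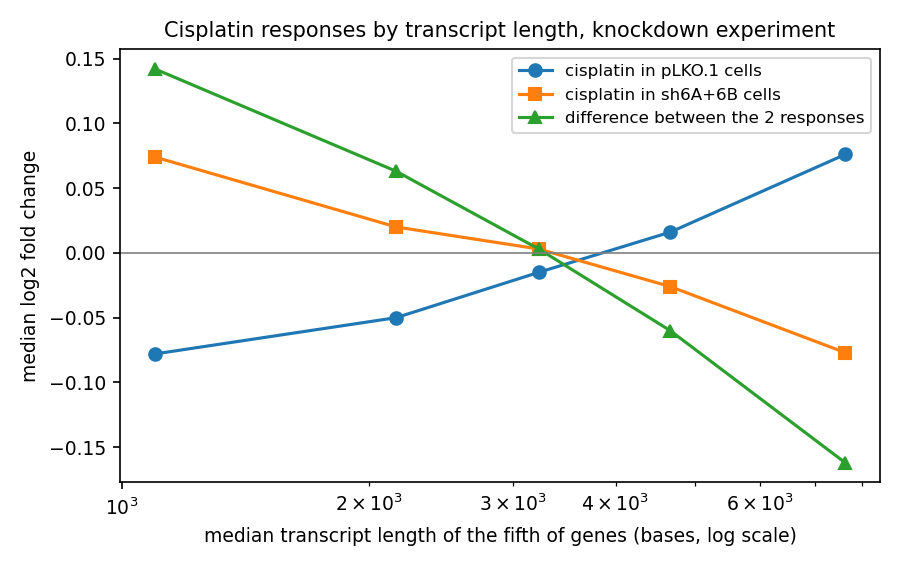
Median log2 fold change (vertical axis) of genes in 5 equal bins of transcript length (horizontal axis, median length of the bin in bases, log scale) in the knockdown experiment, with lines for cisplatin in pLKO.1 cells, cisplatin in sh6A+6B cells, and the difference between them. From the shortest bin (1097 bases) to the longest (7623 bases) the medians went from -0.078 to 0.076, from 0.074 to -0.077, and from 0.142 to -0.162.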

Gene sets enriched in genes exclusively downregulated by cisplatin in cisplatin-resistant PLKO.1 cells were related to senescence (Group 7).

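Group 7, down with cisplatin in pLKO.1 cells only, held 45 genes with median log2 fold changes of -0.29 for cisplatin in pLKO.1 cells, -0.06 for sh6A+6B, and -0.08 for cisplatin in sh6A+6B cells. The interaction passed a BH-adjusted p of 0.05 for 33 of them (73.3%, limma-trend). The size of the group ran from 31 without the first pLKO.1 library with cisplatin to 55 without the first sh6A+6B library. Of 32 measured replication-dependent histone genes, 5 were in it against 0.0875 expected (Fisher exact test, two-sided, adjusted p 4.1e-07), and of the integrated stress response genes 3 against 0.109 (exact adjusted p 0.0013). The exact adjusted p values were 0.41 and 0.45 when length and GC trends were removed. Cisplatin in pLKO.1 cells lowered the histone list as a whole by a median log2 of -0.26 (29 of 32 lower, 6 past both thresholds, camera adjusted p 0.00049). Gene sets of senescence were not analysed here.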

## Discussion

Due largely to a dearth of driver mutations in contrast to many solid tumors, there have been no effective targeted therapies developed for TGCTs, which are mainly treated with cisplatin-based chemotherapies developed over 4 decades ago [10, 11]. While cisplatin has transformed metastatic testicular cancer from a deadly, to in the majority of cases, a curable disease, there are no effective backup therapies for the 15% of cisplatin-refractory/resistant patients who typically die from progressive disease [1, 2]. Further, curative cisplatin therapy results in acute and life-long toxicities, which are especially pertinent to the adolescent and young adult TGCT patient population [4, 5]. Strategies to decrease cisplatin exposure would likely lead to improved quality of life for these patients. In contrast to genetic alterations, recent evidence suggests that epigenetics is a major driving factor for TGCT formation, progression, and response or resistance to chemotherapy [7, 8, 42]. Hence, targeting epigenetic pathways with “epidrugs” is one potential relatively unexplored strategy to advance TGCT treatment beyond cisplatin.

In this report, we preclinically validate targeting polycomb demethylases KDM6A and KDM6B with epidrug GSK-J4 for the treatment of both cisplatin-sensitive and -resistant TGCTs. While GSK-J4 had minimal effects alone on TGCT tumor growth in vivo, it dramatically sensitized cisplatin-sensitive and -resistant TGCTs to cisplatin. We validated KDM6A/KDM6B as the target of GSK-J4 since KDM6A/KDM6B genetic depletion had a remarkably similar effect to GSK-J4 on cisplatin-mediated anti-tumor activity and transcriptome alterations. 

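Across 16104 genes measured in both experiments, the log2 fold changes of GSK-J4 and of sh6A+6B in 2102EP-C1 cells had a Pearson correlation of 0.14 (Spearman 0.15), with a range of 0.07 to 0.22 (SD 0.052) over pairs of replicates. This is a correlation across genes, which are not independent replicates. Removing length and GC trends moved it most, to 0.11, and correcting it for noise between replicates gave 0.16. Of these genes, 1704 were changed by GSK-J4 and 1855 by sh6A+6B (fold change over 1.3, BH-adjusted p under 0.05, limma-trend), and 380 by both, against 196 for independent sets. Of the 380, 271 (71.3%) changed in the same direction, 202 upward and 69 downward.

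GSK-J4 in NT2/D1-A4 cells had a correlation across genes of 0.60 with GSK-J4 in 2102EP-C1 cells (902 of 922 shared genes in the same direction, 97.8%) and of 0.15 with sh6A+6B (412 of 571, 72.2%). The effects of cisplatin alone in the untransduced and pLKO.1 2102EP-C1 cells had a correlation across genes of 0.46, or 0.82 after correction for noise (97 of 99 in the same direction). The combinations of GSK-J4 or sh6A+6B with cisplatin, each against its untreated control, had a correlation of 0.28 in 2102EP-C1 cells (710 of 901, 78.8%).

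**Figure D4:**
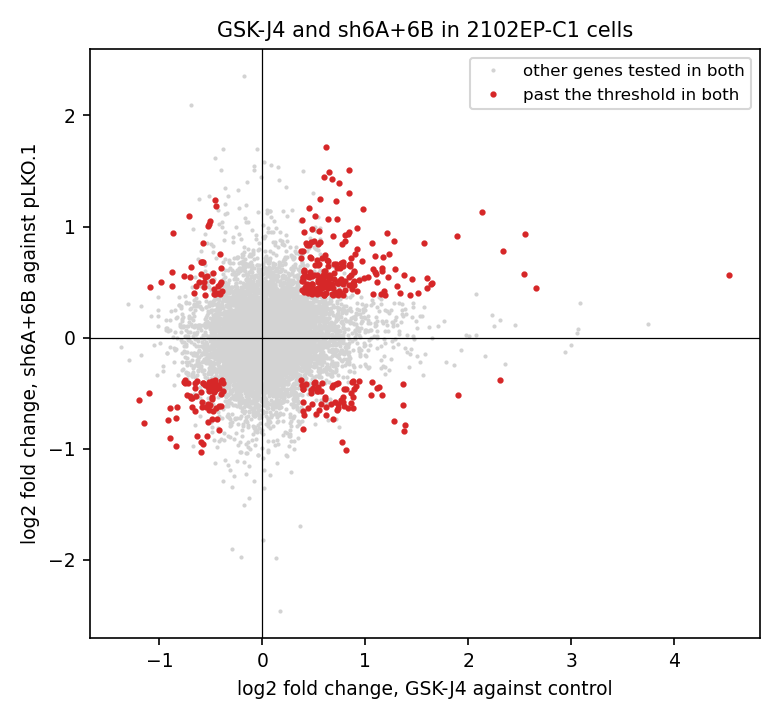
Log2 fold change with GSK-J4 against control (horizontal axis) and with sh6A+6B against pLKO.1 (vertical axis) in 2102EP-C1 cells, 1 point per gene for 16104 genes, with the 380 genes past both thresholds in both experiments in red and others in grey. The Pearson correlation was 0.14.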

Pharmacologic and genetic targeting of KDM6A/KDM6B potentiated or primed the p53-dominant transcriptional response to cisplatin, with also evidence for basal activation of p53. Further, several chromatin modifier gene families were repressed with cisplatin only in KDM6A/KDM6B-targeted cells, implying that KDM6A/KDM6B inhibition sets the stage for extensive chromatin remodeling of TGCT cells upon cisplatin treatment. Another interesting finding of our study was the contrast between the dramatic cisplatin sensitization effect of GSK-J4 in vivo compared to cell culture. This suggests that perhaps there is priming of anti-tumor microenvironment and innate host immune mechanisms with GSK-J4 against TGCTs, a premise that is worthy of future study.

Several lines of evidence suggest that TGCTs may be particularly driven by epigenetic alterations [6–9]. TGCT are thought to derive from aberrantly differentiated primordial germ cells during a stage in development where the male germ line undergoes a dynamic wave of DNA methylation erasure. Issues that impact the microenvironment of male germ cell development *in utero*, including cryptorchidism, hypospadias, impaired spermatogenesis, high estrogen exposure, and exposure to endocrine disrupting chemicals, have been associated with TGCTs [43–47]. Germline genetic disorders of sex development associated with fetal androgen insufficiency are also associated with an increased risk of germ cell malignancy [48]. Further, TGCTs have a very low mutational burden and a low frequency of driver oncogenic or tumor-suppressive mutations, especially in nonseminomas [10, 11]. Evidence from our lab and others has shown that TGCT cells hyperactive p53 during cisplatin responses [38, 49–51]. The current work also suggests an important role for p53 in cisplatin sensitization of resistance cells upon KDM6A/KDM6B-targeting as p53 target gene expression was potentiated and basally activated. Interestingly, other cancer types we tested, including MCF7 cells with wild-type p53, did not show a high degree of cisplatin sensitization with GSK-J4. In future preclinical work it will be to important perform detailed characterization of the epigenetic status of p53 target genes upon KDM6A/KDM6B inhibition and to assess whether cisplatin sensitive cells share these same features as we have evidence in Fig. 3 that KDM6A/6B targeting also sensitizes parental TGCT cells to cisplatin. This may be related the unique epigenetics of TGCTs due to their developmental origins and that TGCTs appear uniquely driven by epigenetics compared to other cancers. Hence TGCTs may be uniquely vulnerable to epidrugs including those that target KDM6A/KDM6B. Although we have focused on post target mechanisms of cisplatin sensitization, KDM6A/KDM6B inhibition could potentially be mediating pre and on target effects of cisplatin in TGCT cells including altering cisplatin metabolism or altering the accessibility of cisplatin to DNA to alter DNA adduct formation.

Due to their developmental origins, TGCTs may have unique and more open, embryonic stem cell-like chromatin as compared to somatic cell-derived solid tumors, which may make TGCTs uniquely vulnerable to certain epidrugs [9, 52]. We and others have shown that TGCT cells are exquisitely sensitive to hypomethylating agents (HMAs) at very low doses that are dependent on intrinsically high levels of DNMT3B [24–28]. Further, pretreatment with HMAs can restore cisplatin sensitivity to cisplatin-resistant TGCT cells [24–26]. Two recent clinical trials suggest that HMAs may have clinical activity in the setting of cisplatin refractory TGCTs [29, 30]. Utilizing isogenic HMA- and cisplatin-resistant cell lines, we found that sensitivity/resistance to HMAs and cisplatin appear to be mechanistically linked by epigenetic remodeling involving DNA methylation and the polycomb pathway. Namely, there is a common set of polycomb target genes upregulated in cisplatin-resistant TGCT cells due to a shift in DNA methylation linked to high levels of DNMT3B [31–33]. Further, DNMT3B genetic targeting induced H3K27me3, EZH2, and BMI1 and resulted in increased sensitivity to cisplatin [33]. The data presented here provides further evidence for this linkage as targeting KDM6A/KDM6B was associated with a decrease in DNMT3B levels along with increasing cisplatin sensitivity. Hence, HMAs and GSK-J4 may be essentially targeting the same pathway vulnerability in TGCTs, with GSK-J4 having perhaps the theoretical advantage of being less genotoxic compared to HMAs, which incorporate into DNA and form protein adducts with DNMTs. The precise mechanism for how DNMT3B and polycomb are linked to regulate cisplatin sensitivity of TGCTs will require further study.

This report suggests that GSK-J4 may have cisplatin-sensitization properties for cisplatin-sensitive as well as cisplatin-resistant TGCT patients. The role of polycomb in cancer is complex [19]. In solid tumors, polycomb has mainly been associated with oncogenesis and poor outcomes, which has spurred the clinical development of EZH2 inhibitors [53]. However, loss-of-function PRC2 mutations also occur in a subset of tumor types, including malignant peripheral nerve sheath tumors (MPNSTs), pediatric gliomas, and T-cell acute lymphoblastic leukemia [17–19]. This highlights the complex role of polycomb in tumorigenesis. This complexity extends to whether polycomb-mediated epigenetic changes are associated with cancer drug resistance [20–23]. Targeting polycomb demethylases has not been well developed clinically for cancer therapy compared to EZH2 targeting, with a limited number of preclinical reports of GSK-J4 having anti-tumor activity [15, 54]. To our knowledge, GSK-J4 has not entered the clinic. Whether GSK-J4 or other KDM6A/KDM6B inhibitors have acceptable toxicity profiles will be important to ascertain, as we have only assessed toxicity by body weight. Also, cisplatin is typically given in 3–4 cycles, whether multiple treatments of KDM6A/KDM6B inhibitors lead to the development of resistance is unknown. It is noteworthy that in our studies GSK-J4 and KDM6A/KDM6B-targeting had minimal effects alone, suggesting that a therapeutic window may exist for combination therapy in those tumors like TGCTs that already have a heightened sensitivity to cisplatin. However, TGCTs appear to have unique epigenetics due to their developmental origins and TGCTs appear uniquely driven by epigenetics compared to other cancers.

## Conclusions

The biology of testicular germ cell tumors appears to be especially driven by epigenetic mechanisms suggesting that they may be highly sensitive to epidrugs. Our findings preclinically validate targeting polycomb demethylases KDM6A/KDM6B as a potent pharmacologic strategy for treating cisplatin-resistant TGCTs that warrants further preclinical and clinical investigation.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The RNA-seq datasets generated and/or analyzed during the current study are available in the NCBI Database of GEO Datasets under the accession number GSE278498. All other data generated or analyzed during this study are available from the corresponding authors on reasonable request.

## Abbreviations

CHDs: chromodomain helicase DNA binding proteins
GSEA: gene set enrichment analysis
HMAs: DNA hypomethylating agents
KDMs: lysine demethylases
KMTs: lysine methyltransferases
MPNSTs: malignant peripheral nerve sheath tumors
PRCs: polycomb repressive complexes
PRC1: polycomb repressive 1
PRC2: polycomb repressive complex 2
TGCTs: testicular germ cell tumors

How the deposited data were processed for this re-analysis (not part of the article)

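The analysis used the deposited gene tables of 3 RNA-seq experiments with 36 libraries: NT2/D1-A4 cells with GSK-J4 and cisplatin, 2102EP-C1 cells with GSK-J4 and cisplatin, and 2102EP-C1 cells with pLKO.1 or sh6A+6B and cisplatin, where 2102EP-C1 is short for the C1 clone of the second line. Each experiment had 4 arms with 3 libraries per arm. According to the methods, the authors trimmed reads with Trimmomatic, aligned them to GRCh38 with STAR, counted them per gene with featureCounts, kept genes over 0.5 CPM in at least 2 samples, normalized with TMM, and tested with limma. The paper and the sample descriptions did not state the versions of these tools or the strand setting of the count. The values deposited by the authors were log2 CPM with a prior count of 3 at TMM-scaled library sizes. This was tested on the files. Reads recovered under this formula were within 0.05 of a whole number for 100% of the values under 50 reads. There were 45185, 44365, and 12896 such values in the NT2/D1-A4, 2102EP-C1 GSK-J4, and knockdown files. The TMM factors ran from 0.974 to 1.03, 0.990 to 1.01, and 0.990 to 1.01. Not every listed gene was over 0.5 CPM in 2 samples on the recovered reads: 15944 of 16431, 16492 of 17035, and 16278 of 16459 were.

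The design set before the data were examined gave counts as the first choice of input and limma-trend on log2 values as the choice for normalized values, and limma-trend was used. Each experiment was fitted on its 12 libraries with a mean per group, no block, and an intensity trend in the variance (limma 3.58.1 in R 4.3.3), and the comparisons were drawn as contrasts with two-sided moderated t tests. The BH adjustment was made over all genes of a file within each comparison. Genes past a fold change of 1.3 and an adjusted p under 0.05 were counted as changed, as in the paper. Genes for the Venn groups needed a fold change over 1.2 and an adjusted p under 0.001, the cutoffs the paper states. The sizes in the paper's headings were reached at an adjusted p under 0.01 instead, so the groups here are smaller than the paper's. Recovered reads gave the depth per library, with a median of 35.3 M reads (M, 1e6) (26.8 to 49.5) in NT2/D1-A4 cells, 37.2 M (30.3 to 53.6) in 2102EP-C1 cells with GSK-J4, and 88.4 M (79.4 to 100.9) in the knockdown experiment. Among genes with a mean of at least 200 reads, the spread between replicate libraries was 1.29 to 3.13, 1.21 to 2.56, and 1.27 to 1.89 times the counting noise.

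Genes named in the text were every gene the paper names that the files measure and, for each comparison, the 3 largest rises and the 3 largest falls among genes past the thresholds with a mean of at least 1 CPM and samples that did not overlap. Some genes that meet this rule were not reported here. Gene symbols were matched to GENCODE release 44, which named 16414, 17020, and 16443 of the genes, and transcript length with GC content was known for 14966 (91.1%), 15573 (91.4%), and 15222 (92.5%).

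The 15 gene lists were p53 targets, the integrated stress response, the hypoxia response, pluripotency genes with OCT4 targets, splicing factors, the 6 genes of Fig. 5, the 10 genes of Fig. 6C, replication-dependent histones, ribosomal proteins, respiratory chain complex I, the KDM, CHD, and KMT families, chromatin modifiers, and polycomb-bound developmental regulators. The lists were written from general knowledge or as patterns of gene symbols, and those of Fig. 5 and Fig. 6C were chosen by the study on these samples and are not independent evidence. Lists were tested with camera (preset correlation 0.01), with fry, and against 10000 random lists drawn to match expression and transcript length, where 2e-04 was the smallest p the draws could give. BH adjustment was made over the 75 pairs of list and comparison of an experiment. Overlaps of lists with Venn groups were tested with Fisher's exact test, two-sided, against all genes of the knockdown file. Interactions, Venn groups, and distances between libraries used 100 regroupings, 20 simulations, and the 500 genes with the largest differences, and depth was equalized in 5 random draws of reads.

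The alternatives tried were a stricter filter (log2 value over 1 in every sample), only the samples of the groups compared, the replicate number as a block, a trend with length and GC content (spline with 4 degrees of freedom) removed from each library, both of the last together, leaving out each library in turn, voom, scaling to library size only and a prior count of 0.5 on the recovered reads, other list tests, and other thresholds for the Venn groups. The pipeline was tested on simulated data with 200 changed genes per experiment: 94%, 96.5%, and 98.5% of them were recovered with 2, 3, and 2 false calls, and 89.5%, 91.5%, and 94% of planted interactions were recovered with 2, 4, and 2 false calls. Planted Venn groups were recovered at 100 of 100 genes each. Every planted change was larger than the fold limit it was tested at, and no length or GC trend was planted in these runs. These shares therefore check the pipeline and do not give the sensitivity for smaller changes in the real libraries. Tables were prepared and drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9. Raw reads were not used here, and gene sets from MSigDB were not analysed here.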

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

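The test of gene length and GC content for the chromatin modifiers was written before its result was seen. So was that of inhibition of KDM6A and KDM6B for the stress response. All other tests of an explanation in this part were chosen only after the result was seen.

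The cisplatin effect differed between groups, by the interaction test, for 7 genes in NT2/D1-A4 cells (with and without GSK-J4), 146 genes in 2102EP-C1 cells (with and without GSK-J4), and 620 genes in the knockdown experiment (sh6A+6B against pLKO.1, limma-trend, fold change over 1.3, BH-adjusted p under 0.05). Of 100 regroupings of the residuals, the real one included, 3, 1, and 1 gave at least as many genes, and the most that another regrouping gave was 14, 6, and 0. With the length and GC trend removed from each library, 10, 132, and 340 genes passed, and 6 of the 7, 103 of the 146, and 208 of the 620 genes were among them in the same direction. This argues against gene length and GC content as the cause for the genes that stayed and leaves both open for the others. Thinning of the knockdown libraries to equal depth gave a median of 627 genes (622 to 629 over 5 draws), which argues against sequencing depth. The GSK-J4 counts rested on single libraries: the NT2/D1-A4 count was 1 without the second cisplatin library and 11 without the first combination library, and the 2102EP-C1 count was 59 without the first GSK-J4 library and 447 without the third. The drop from 620 to 340 in the knockdown experiment is consistent with a share of that difference following gene length and GC content, which were not separated, and whether the trend arose in the cells or in library preparation was not tested. A different response of sh6A+6B cells to cisplatin stays open as the biological explanation.

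The p53 list responded differently to cisplatin between control and GSK-J4-treated NT2/D1-A4 cells, with an interaction median of -0.09 (67 of 91 genes lower, camera adjusted p 4.4e-10), as did the 6 genes of Fig. 5 (median -0.21, 6 of 6 lower, 4.9e-06). With the length and GC trend removed the adjusted p values were 4.2e-10 and 1.5e-06, which argues against gene length and GC content. For the p53 list the adjusted p ran from 1.3e-12 to 3.6e-06 over leave-one-out fits and from 1.7e-10 (scaling to library size only) to 0.039 (camera with estimated correlation) over the other alternatives, and for the 6 genes it was 0.029 with fry and 0.06 with estimated correlation. A ceiling reached after the rise with GSK-J4 alone was not tested and stays open, as does a weaker activation of p53 by cisplatin after GSK-J4. The 6 genes were picked by the study on these samples.

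The same 6 genes responded differently to cisplatin between pLKO.1 and sh6A+6B cells in the other direction (interaction median 0.12, 6 of 6 higher, camera adjusted p 0.034). With the length and GC trend removed the adjusted p was 0.17, so that gene length and GC content may account for this difference. The adjusted p was 1.1e-05 with fry, 0.062 among genes over 1 in every sample, 0.095 with estimated correlation, and 0.2 against matched random lists.

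Chromatin modifiers differed in their cisplatin response between pLKO.1 and sh6A+6B cells (interaction median -0.12, 87 of 117 genes lower, camera adjusted p 1.5e-10), and ribosomal protein genes differed the other way (median 0.28, 78 of 78 higher, 16 past both thresholds, 3e-47). Limma-trend called 75 of the ribosomal protein genes with BH adjustment over the list alone and over all genes. The fall of the chromatin modifiers with cisplatin in sh6A+6B cells had an adjusted p of 7.3e-06, and the ribosomal interaction one of 2.5e-28 (median 0.154), with the length and GC trend removed. Both values argue against gene length and GC content as the whole cause, while the smaller medians are consistent with the trend adding to each. With estimated correlation the adjusted p values of the interactions were 0.034 and 0.041, and with fry 6.5e-07 and 3.2e-06. An effect of the knockdown on the response to cisplatin stays open.

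The hypoxia list responded differently to cisplatin between control and GSK-J4-treated 2102EP-C1 cells (interaction median -0.32, 36 of 37 genes lower, 14 past both thresholds, camera adjusted p 2.8e-22). Limma-trend called 27 of its genes with BH adjustment over the list alone and 19 over all genes. With the length and GC trend removed the adjusted p was 8.4e-28, which argues against gene length and GC content, although GC content had a correlation across genes of -0.37 with the interaction. The adjusted p was 0.032 with fry and 0.11 with estimated correlation. Differences in oxygen or density between cultures were not tested and stay open, as does an effect of GSK-J4 on this response.

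A list the paper does not discuss, the integrated stress response, rose with GSK-J4 by a median log2 of 1.21 in NT2/D1-A4 cells (38 of 39 genes higher, 35 past both thresholds, camera adjusted p 2.1e-35) and 0.75 in 2102EP-C1 cells (40 of 41 higher, 34 past both thresholds, 1.6e-43). Limma-trend called 37 and 39 of its genes, with BH adjustment over the list alone as over all genes. Estimated correlation gave 0.0024 and 0.04, and fry 2.1e-11 and 1.9e-06. In 2102EP-C1 cells the length and GC correction gave 5.6e-41 and scaling to library size alone a median of 0.76, which argue against gene length, GC content, and TMM scaling. With sh6A+6B the list had a median of -0.02 (18 higher, 22 lower, camera adjusted p 0.87). This value cannot decide whether inhibition of KDM6A and KDM6B themselves raises the list, because the knockdown was partial and GSK-J4 acts on the enzymes, so that a response to GSK-J4 apart from these enzymes and one through them cannot be told apart.

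Developmental regulators bound by polycomb, as a list apart from the genes the paper discusses, had a median log2 fold change of 0.11 with sh6A+6B (62 of 105 higher, camera adjusted p 0.018). The adjusted p was 0.0012 with the length and GC trend removed, which argues against gene length and GC content, and 0.46 among genes with a log2 value over 1 in every sample. Matched random lists had medians from -0.065 to 0.047. Since members went both ways (36 past the thresholds upward, 12 downward), the median describes the list only in part, and an effect of the knockdown on H3K27 methylation at these genes was not tested.

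KDM6B rose with GSK-J4 by a log2 of 0.88 in NT2/D1-A4 and 0.81 in 2102EP-C1 cells, a change the paper does not report (3 libraries against 3, limma-trend BH-adjusted p 1.2e-09 and 2.3e-10). The smaller of the 2 fold changes was 1.77 with reads scaled to library size alone and 1.8 with the length and GC trend removed, which argues against TMM scaling and gene length or GC content. A response of KDM6B transcription to GSK-J4 stays open and was not tested.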

How the results depend on the processing

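The alternatives voom, scaling to library size only and prior count 0.5 on the recovered reads, the Venn threshold of an adjusted p under 0.01, and for lists the leave-one-out fits, library size only, the block with length and GC and the trend fitted without the list, as well as leaving the p53 list out of the similarity and leaving out libraries for the separation, were chosen after seeing the data. Alternatives set for count files (a Wald test with its own size factors, no TMM, no filter) or for linear values (pseudocount 0.1) were not run as set, because the values were already log2 and filtered.

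Outside the leave-one-out fits, counts of changed genes stayed within 1.5 times the first count in 99 cases and moved further in 18, and Venn groups stayed within it in 52 cases and moved in 4. Named genes kept direction and side of the threshold in 920 cases, and 21 were weaker, 8 stronger, and 4 reversed, where unlike the other totals these include the leave-one-out fits, as 1 case per gene and comparison (103 the same, 8 weaker, 2 stronger). Lists did so in 331 cases (17 weaker, 7 stronger, 14 reversed), over-representation in 36 (10 weaker, 2 reversed), and summary values in 32 (8 moved).

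Restricting the test to genes with a log2 value over 1 in every sample tested 11430 of 16431, 11881 of 17035, and 12206 of 16459 genes, and the counts fell because fewer genes were tested. In NT2/D1-A4 cells they were 229 (cisplatin), 1917 (GSK-J4), and 2398 (combination). In 2102EP-C1 cells they were 118 (cisplatin), 957 (GSK-J4), 2293 (combination), and 196 (cisplatin after GSK-J4). For the knockdown experiment they were 152 (cisplatin in pLKO.1 cells), 907 (sh6A+6B), 1339 (sh6A+6B with cisplatin), 186 (cisplatin in sh6A+6B cells), and 403 (interaction).

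The 62 genes for cisplatin after GSK-J4 in NT2/D1-A4 cells became 18 with only the samples of the groups compared (fewer samples), 113 with the length and GC trend removed, and 119 with the replicate block and the trend removed together. The interaction there went from 7 to 12 with the block and the trend together. In the knockdown experiment the interaction count of 620 became 340 with the trend removed and 346 with the block added, Group 3 went from 265 to 174, and Group 6 from 403 to 189 (191 with the block). Length and GC content were removed together and their shares in the fall of these counts were not separated, and the cause of the other changes was not tested. The up and down split for cisplatin after GSK-J4 moved by over 10 points in a few settings: in NT2/D1-A4 cells to 24 up and 22 down under the stricter filter and 36 up and 27 down with voom (from 41.9% up to 52.2% and 57.1%), and in 2102EP-C1 cells to 163 up and 143 down with the trend removed and 156 up and 138 down with the block added (from 41.2% up to 53.3% and 53.1%). Scaling to library size moved the median of all genes by at most 0.052 (log2). At an adjusted p under 0.01, Group 7 held 90 genes in place of 45.

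Leaving out 1 library at a time (12 fits each) gave these ranges. In NT2/D1-A4 cells: 274 to 488 genes (cisplatin), 3008 to 3402 (GSK-J4), 3934 to 4284 (combination), 20 to 107 (cisplatin after GSK-J4, lowest without the second and highest without the first combination library), and 1 to 11 (interaction, lowest without the second cisplatin library and highest without the first combination library). In 2102EP-C1 cells with GSK-J4: 117 to 211 (lowest without the second cisplatin library), 1645 to 1924, 3232 to 4086, 164 to 725 (lowest without the first combination library, highest without the third GSK-J4 library), and 59 to 447 (lowest without the first and highest without the third GSK-J4 library). For the knockdown experiment: 447 to 512, 1836 to 2087, 2434 to 2711, 548 to 598, and 567 to 693. Venn groups 1 to 7 ran from 86 to 121, 31 to 36, 207 to 280, 912 to 1070, 886 to 1038, 349 to 419, and 31 to 55. Separation ratios ran from 0.883 to 0.936 (highest without the second GSK-J4 library), 0.882 to 0.92 (highest without the third control library, 0.91 without the first GSK-J4 library), and 1.16 to 1.18 (without the second or the third sh6A+6B library).

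Separation over all genes in place of the top 500 gave 0.824, 0.865, and 1.22. Camera with estimated correlation called 16, 14, and 28 of the 75 pairs per experiment in place of 43, 42, and 47, and this test allows for correlation among genes that the preset value of 0.01 does not. Over-representation calls went from 15 to 9 at a fold change over 1.3 with an adjusted p under 0.05 and to 9 with the trend removed, and to 17 at an adjusted p under 0.01. Under the trend removal the chromatin modifiers, CHD genes, and the 10 genes of Fig. 6C were no longer over-represented in Group 6, nor ribosomal proteins in Group 3 and histones and the stress response in Group 7.

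The following results reversed direction. KDM6A with GSK-J4 in 2102EP-C1 cells became -0.004 with the trend removed, with or without the block. The ANXA1 interaction in the knockdown experiment became -0.077 in both settings (adjusted p 0.037 and 0.041 against 0.0019). For lists the following adjusted p values belong to the reversed direction. The stress response with sh6A+6B had 0.94 under the stricter filter and 0.95 against random lists. Histones with sh6A+6B had 0.97 under the stricter filter, 0.99 with the block, 0.35 with the trend removed with or without the block, and 0.34 with the trend fitted without the list. Chromatin modifiers with cisplatin in pLKO.1 cells had 0.1 with the trend removed with or without the block, 0.097 with the trend fitted without the list, and 0.66 against random lists. KDM genes with cisplatin in sh6A+6B cells had 0.87 with the trend removed, 0.86 with the block added, and 0.87 with the trend fitted without the list. Ribosomal proteins in Group 3 (1 at a fold change over 1.3) and CHD genes in Group 6 (1 with the trend removed) also turned from more to fewer genes than expected. The cause was not tested for these, apart from the removal of the trend itself.

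Replicate numbers did not pair the libraries throughout an experiment. Correlations between the residuals of libraries with the same number (18 pairs per experiment) ran from -0.18 to 0.28, from -0.13 to 0.10, and from -0.17 to 0.31, with a median of -0.01 each time, and 3, 0, and 5 of the pairs were over 0.1. The highest in the knockdown experiment were between sh6A+6B libraries without and with cisplatin (0.31, 0.31, and 0.09), so that pairing of these 2 arms stays open. With a replicate block the counts were 390, 3332, 4159, 54, and 6 in NT2/D1-A4 cells and 174, 1842, 3829, 367, and 129 in 2102EP-C1 cells with GSK-J4, and 502, 2000, 2643, 586, and 636 in the knockdown experiment, in the order of the 5 comparisons.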

Differences from the paper's values

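The paper gives 90 genes for Group 7 (down with cisplatin in pLKO.1 cells only), and 45 were found here at a fold change over 1.2 and an adjusted p under 0.001. None of the alternatives set before the data were examined brought the count within 1.5 times the paper's (31 to 55 genes without single libraries, 31 with the length and GC trend removed, 49 with the replicate block). For genes down with cisplatin in pLKO.1 cells and with sh6A+6B only, the paper gives 15 and 6 were found. The count came to 10, at 1.5 times below the paper's, without sh6A+6B replicate 2 and stayed further off under the other alternatives set before the data were examined (3 to 9). For genes down with sh6A+6B and with cisplatin in sh6A+6B cells only, the paper gives 29 and 19 were found. No alternative set before the data were examined reached 29. The count came nearest, to 28, without sh6A+6B replicate 1, came within 1.5 times the paper's by 1 or 2 more genes with the replicate block (20) and without pLKO.1 replicate 1 (20), pLKO.1 replicate 2 (20), or sh6A+6B with cisplatin replicate 2 (21), and stayed further off under the others (7 to 19). An adjusted p under 0.01 in place of 0.001, a setting chosen after seeing the values, gave 90, 15, and 29 genes, and it gave the sizes in the paper's headings for the other groups as well. Of the 45 genes of Group 7 found here, 45 were in the paper's list, and at an adjusted p under 0.01, 89 of 90 were. In Groups 5 and 6, 1000 of 1022 and 395 of 403 genes were in the paper's lists, and 1256 of 1271 and 496 of 500 at an adjusted p under 0.01. These sizes and overlaps argue against 0.001, the cutoff stated in the paper, as the one behind its groups.

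The paper states that NOXA rose upon inhibition of KDM6A and KDM6B. PMAIP1 rose with GSK-J4 in both lines and changed by a log2 of -0.29 with sh6A+6B here. The sentence does not say whether GSK-J4, the knockdown, or both are meant, and the supplementary figure it cites was not examined here, so this is a difference only if the knockdown is meant. The paper places polycomb target sets among the genes down with sh6A+6B only. Of the 105 developmental regulators, 9 were there against 6.52 expected, while 30 were among the genes up with sh6A+6B only. These regulators were picked as gene families. The paper's sets may hold other genes and were not analysed here, so whether they differ cannot be decided. The paper names gene sets of E-cadherin signaling for the genes up with sh6A+6B only, and CDH1 itself changed by -0.18 and was in none of the groups. The RNA of CDH1 alone does not test those sets, which were not analysed here, so this is not a difference in itself. The paper shows KDM2B, KDM4A, and DNMT1 as examples of Group 6, and these genes were in none of the groups, also at an adjusted p under 0.01.

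The paper describes a more robust response to cisplatin after GSK-J4, from comparisons with untreated cells. Those comparisons went the same way here (4180 genes against 402 in NT2/D1-A4 cells). The difference lies in another comparison, that of cisplatin within pretreated cells. In NT2/D1-A4 cells cisplatin changed 62 genes in cells given GSK-J4 against 402 in cells without it. These are counts past thresholds, and the interaction test itself passed 7 genes there. The numbers within pretreated cells went the paper's way in 2102EP-C1 cells with GSK-J4 (379 against 182) and in the knockdown experiment (579 against 493). With only the 6 libraries of each comparison fitted, the 2102EP-C1 numbers were 283 against 272, so that a larger response there stays undecided. The paper describes the knockdown transcriptome as similar to that of GSK-J4, and the correlation across genes in 2102EP-C1 cells was 0.14 without cisplatin and 0.28 for the combinations with it. Genes changed in both experiments mostly shared direction (271 of 380 without cisplatin, 710 of 901 for the combinations).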

Other observations

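The test of sequencing depth for the pLKO.1 cells was written before its result was seen. All other tests of an explanation in this part were chosen only after the result was seen.

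More genes were called for the combination with cisplatin against untreated cells than for cisplatin alone in all 3 experiments, and the changes of the pretreatment itself count in that comparison. For NT2/D1-A4 cells the number of genes called for cisplatin within pretreated cells (62) was below the 402 for cisplatin alone, also over leave-one-out fits (20 to 107 against 274 to 488), which is consistent with GSK-J4's own changes making up the excess. For 2102EP-C1 cells the number was 379 against 182, with leave-one-out ranges that overlap (164 to 725 against 117 to 211), and with only the 6 libraries of each comparison fitted it was 283 against 272, so that GSK-J4's own changes and a larger response cannot be told apart. For cisplatin after GSK-J4, the 164 came without the first combination library and the 725 without the third GSK-J4 library, and for cisplatin alone the 117 came without the second cisplatin library. For sh6A+6B cells the number was 579 against 493 (548 to 598 against 447 to 512). This gap is small beside the 1989 genes that sh6A+6B changed alone. The cisplatin responses also had opposite trends with transcript length (Spearman -0.30 in sh6A+6B cells and 0.38 in pLKO.1 cells). These counts therefore cannot decide whether the knockdown's own changes make up the whole of the excess.

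Cisplatin alone changed more genes in pLKO.1 cells (493) than in 2102EP-C1 cells of the GSK-J4 experiment (182). Among genes with a log2 value over 1 in every sample the numbers were 152 and 118, a smaller gap. Thinned to the depth of the GSK-J4 experiment, the pLKO.1 libraries gave a median of 417 genes (394 to 443 over 5 draws), which argues against sequencing depth. The expression level of the genes counted stays open as a part of the cause, since the gap narrowed but did not close with the limit on log2 values. The vector, selection, and the time between the experiments stay open and were not tested.

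In the GSK-J4 experiment in 2102EP-C1 cells, the third GSK-J4 library lay apart from the first and second. Across genes, its correlation with GC content was -0.52 (Spearman, against the mean of the experiment), against 0.25 and 0.38 for the first and second. It was 0.25 to 0.32 for controls, 0.24 to 0.31 for cisplatin alone, and -0.44 to -0.36 for the combination libraries. The sign of this correlation thus set the combination arm and the third GSK-J4 library apart from all other libraries. In comparisons with the combination arm, a GC trend of the libraries and an effect of the treatment cannot be told apart. With the length and GC trend removed, the 379 genes for cisplatin after GSK-J4 became 306, and the 3849 for the combination became 3296. A mislabelled sample that also received cisplatin was argued against, because the 150 genes that cisplatin raised in these cells differed by a median log2 of -0.001 from the other GSK-J4 libraries (bootstrap interval -0.02 to 0.03), while the combination libraries differed by 0.35. The spread against the other GSK-J4 libraries was 2.43 times counting noise and 1.52 times with the length and GC trend removed, and the first against the second went from 1.25 to 1.19. The largest spread of another pair was 1.86 with the trend removed, so the third library no longer stood apart by this measure. A share of its difference therefore followed gene length and GC content. The source of the remaining spread cannot be told from single libraries. No biological explanation was tested.

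Log2 fold changes of GSK-J4 and of sh6A+6B in 2102EP-C1 cells had a lower correlation across genes than those of GSK-J4 in the 2 cell lines (0.14 against 0.60). After correction for noise in both, the former was 0.16 and the latter 0.69, which argues against noise in the fold changes. Different durations and degrees of loss of KDM6A and KDM6B function stay open. So do effects of GSK-J4 apart from these enzymes, and the vector, selection, and separate controls of the knockdown experiment. None of these was tested as a cause of the lower correlation.

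Other splits of the same libraries were fitted for each comparison of 3 libraries against 3. In each of the 12 comparisons 1 of the 10 splits, the real one, gave at least as many genes, and 10 splits cannot give a share under 0.1. Another split gave 0 genes in 11 of the comparisons and at most 4 for cisplatin after GSK-J4 in NT2/D1-A4 cells, where the real split gave 18 with these 6 libraries. Of 100 relabelings of the 12 knockdown libraries, the real one included, 3, 1, 2, 1, 1, 1, and 5 gave at least as many genes in Groups 1 to 7. The most that another relabeling gave was 518 for Group 1 (108 genes), 282 for Group 3 (265), and 845 for Group 7 (45), so that the sizes of these groups are no larger than those of some groupings of these libraries that mix the arms. For Groups 2, 4, 5, and 6 the most was 0, 433, 503, and 214, below the real sizes.

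Cisplatin in the knockdown experiment lowered the integrated stress response list by a median log2 of -0.19 in pLKO.1 cells (38 of 40 genes lower, 5 past both thresholds, camera adjusted p 1.7e-16) and -0.23 in sh6A+6B cells (9 past both thresholds, 1.2e-16). In 2102EP-C1 cells after GSK-J4, cisplatin raised it by 0.19 (2.6e-12). Respiratory chain complex I genes changed by -0.10 with cisplatin in pLKO.1 cells (5.7e-08) and by 0.13 in sh6A+6B cells (32 of 36 higher, 0 past both thresholds, 27 called by limma-trend with BH adjustment over the list alone as over all genes, 1.2e-08, or 0.079 with estimated correlation). Ribosomal protein genes changed by -0.14 (78 of 78 lower, 4.8e-34) and 0.16 (74 of 78 higher, 1.4e-24) in the same comparisons, with estimated-correlation values of 0.073 and 0.11. Transcripts of these lists are short (median 694 and 782 bases), and the per-library correlation with length in this experiment was 0.34 to 0.41 for pLKO.1 with cisplatin and -0.37 to -0.22 for sh6A+6B with cisplatin.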
